# Endothelial-specific Gata3 expression is required for hematopoietic stem cell generation

**DOI:** 10.1016/j.stemcr.2022.06.008

**Published:** 2022-07-28

**Authors:** Nada Zaidan, Leslie Nitsche, Evangelia Diamanti, Rebecca Hannah, Antonella Fidanza, Nicola K. Wilson, Lesley M. Forrester, Berthold Göttgens, Katrin Ottersbach

**Keywords:** hematopoietic stem cell, Gata3, hemogenic endothelial cells, endothelial-to-hematopoietic transition, aorta-gonads-mesonephros, cell cycle, *Cdkn1c*, *p57Kip2*

## Abstract

To generate sufficient numbers of transplantable hematopoietic stem cells (HSCs) *in vitro*, a detailed understanding of how this process takes place *in vivo* is essential. The endothelial-to-hematopoietic transition (EHT), which culminates in the production of the first HSCs, is a highly complex process during which key regulators are switched on and off at precise moments, and that is embedded into a myriad of microenvironmental signals from surrounding cells and tissues. We have previously demonstrated an HSC-supportive function for GATA3 within the sympathetic nervous system and the sub-aortic mesenchyme, but show here that it also plays a cell-intrinsic role during the EHT. It is expressed in hemogenic endothelial cells and early HSC precursors, where its expression correlates with a more quiescent state. Importantly, endothelial-specific deletion of *Gata3* shows that it is functionally required for these cells to mature into HSCs, placing GATA3 at the core of the EHT regulatory network.

## Highlights

• *Gata3* marks hemogenic endothelial cells and early HSC precursors
• *Gata3* expression correlates with early EHT drivers
• *Gata3* is associated with a quiescent cell state
• GATA3 is essential for the endothelial-to-hematopoietic transition

## Introduction

The generation of the first transplantable hematopoietic stem cells (HSCs) initiates in the dorsal aorta of the aorta-gonad-mesonephros (AGM) region at embryonic day 10.5 (E10.5) in mouse embryos (de Bruijn et al., 2000; Medvinsky and Dzierzak, 1996). It involves activating a hematopoietic transcriptional program in a subset of endothelial cells (ECs), as a result of a number of internal and external signals, which drives these cells to adopting a hematopoietic fate (Ottersbach, 2019). These so-called hemogenic endothelial cells (HECs) undergo major morphological changes, resulting in the appearance of intra-aortic cell clusters in which HECs further mature from pro-HSCs to type I and type II pre-HSCs, before becoming fully mature HSCs (Rybtsov et al., 2014). While it is known that the two transcription factors RUNX1 and GATA2 are essential for the endothelial-to-hematopoietic transition (EHT) (Chen et al., 2009; de Pater et al., 2013), it is clear that they do not act alone. For example, SOX17 is required upstream for arterial fate and HEC specification (Clarke et al., 2013; Corada et al., 2013), while GFI1 and GFI1B are downstream targets of RUNX1, necessary for EHT completion (Thambyrajah et al., 2016). How all of these transcription factors interact and whether they form multi-component complexes, however, remains unknown.

In this study, we reveal the transcription factor GATA3 as another important regulator of the EHT. Its expression is upregulated in HECs and early HSC precursors, thereby enriching for hemogenic potential, but is downregulated before fully mature HSCs are formed. Through RNA sequencing (RNA-seq) analysis, we show co-expression of *Gata3* with many important EHT regulators and have been able to link *Gata3* expression with a more quiescent cell state. Importantly, endothelial-specific deletion of *Gata3* significantly reduces hematopoietic stem and progenitor cell (HSPC) formation, which, together with its hematopoiesis-supportive role in the co-developing sympathetic nervous system (SNS) (Fitch et al., 2012) and the sub-aortic mesenchyme (Fitch et al., 2020), gives GATA3 a multi-faceted, central role in HSC generation.

## Results

### GATA3 is expressed in a subset of endothelial and hematopoietic cells

We had previously detected GATA3 expression in a subset of ECs (Fitch et al., 2012) (Figure 1A, red arrowheads), often in the vicinity of intra-aortic cell clusters (Figure 1A, yellow arrowheads), which suggested that GATA3 may be expressed in HECs. We carried out a more careful analysis using a *Gata3*-GFP reporter mouse line (Grote et al., 2006). Immunohistochemical co-staining for GATA3 with an anti-GATA3 and an anti-GFP antibody confirmed this construct to be a faithful reporter (Figures S1A–S1F), that recapitulated the expression of *Gata3* in individual ECs (Figure 1B, arrows) and at the base of intra-aortic clusters (Figure 1B, yellow arrowhead), but not within clusters. Flow cytometry analysis confirmed that a fraction (6.4%) of ECs (VE-CADHERIN [VEC]+) express *Gata3*-GFP at E10.5 when HEC frequency is at its highest (Figure 1C). Interestingly, more than 40% of these *Gata3*-GFP^+^ ECs also express the hematopoietic markers CD45 (late hematopoietic marker) and/or CD41 (early marker), with 17% expressing both (Figure 1D). The percentage of CD45^+^ *Gata3*-GFP^+^ cells was much lower within the VEC^−^ fraction, suggesting that the majority are VEC^+^ HSPCs or HSC precursors. This percentage increases substantially at E11.5 (Figures 1E–1G). To further investigate whether the *Gata3*-GFP^+^ fraction contains phenotypic HSC precursors, we used the nomenclature developed by the Medvinsky lab (Rybtsov et al., 2014), with pro-HSCs defined as VEC^+^CD41^+^CD43^−^CD45^−^, pre-HSC type I as VEC^+^CD41^+^CD43^+^CD45^−^and pre-HSC type II as VEC^+^CD41^+^CD43^+^CD45^+^ (Figure S1G). All three populations were present in the *Gata3*-GFP^+^ fraction (Figure 1H).

**Figure 1:**
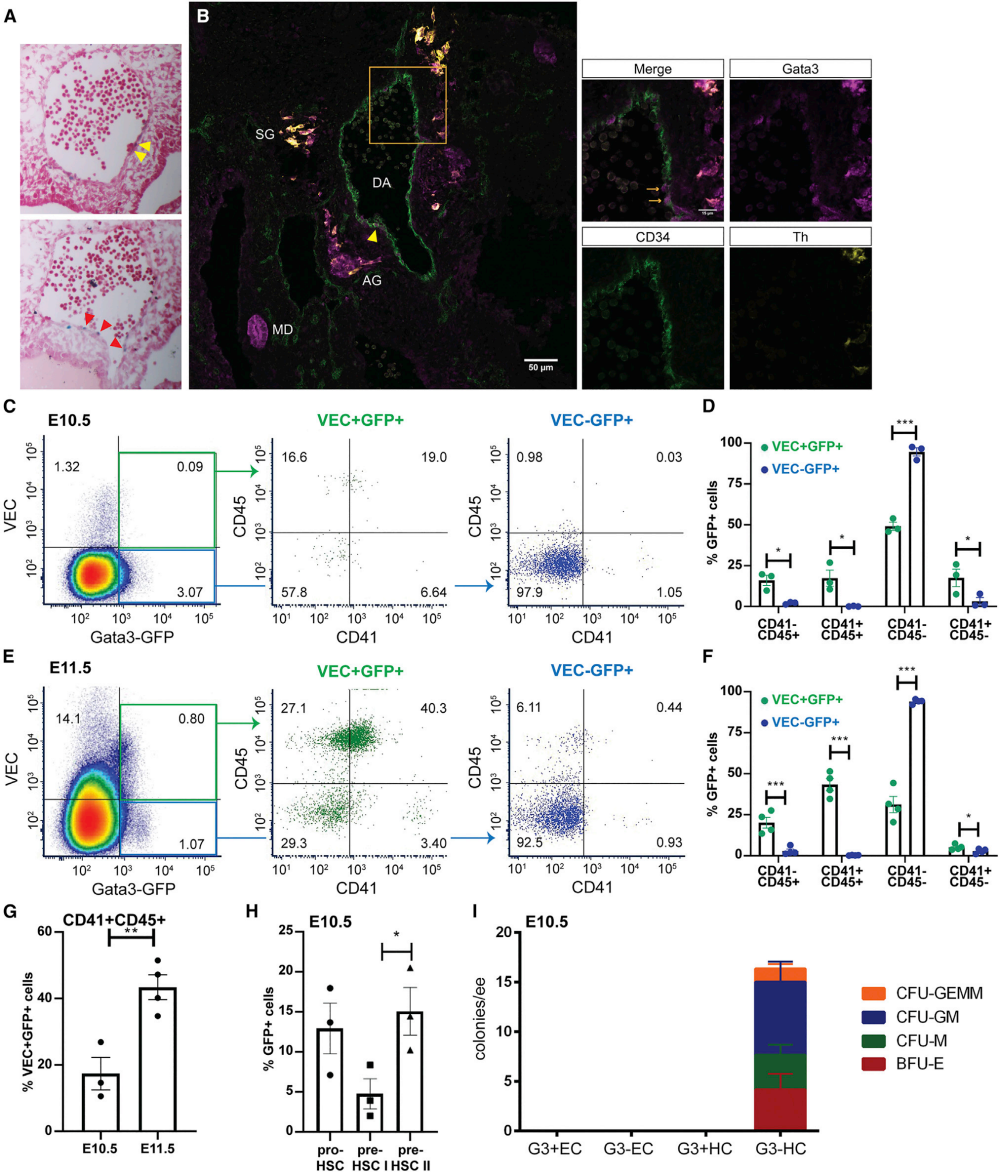
GATA3 is expressed in a subset of endothelial and hematopoietic cells (A) Cryosections of E10.5 *Gata3*^*lz/+*^ embryos with *Gata3*-LacZ expression in blue and counterstained with Neutral Red. Yellow arrowheads point to *Gata3*^+^ cells near intra-aortic clusters, red arrowheads highlight *Gata3*^+^ ECs. (B–F) Section from a *Gata3*-GFP^+^ E11.5 embryo stained with CD34 (green), *Gata3*-GFP (magenta) and TH (yellow). Orange box indicates area shown at higher magnification on the right. The yellow arrowhead points to a *Gata3*^+^ cell at the base of an intra-aortic cluster. The orange arrows in the higher magnification image highlight *Gata3*^+^ ECs. AG, adrenal anlage, DA, dorsal aorta, SG, sympathetic ganglia, MD, mesonephric duct. Flow cytometry analysis of *Gata3*-GFP^+^ E10.5 AGMs, stained for GFP, VEC, CD41, and CD45. Representative flow plots shown in (C) and results from three biological replicates shown in (D). Flow cytometry analysis of *Gata3*-GFP^+^ E11.5 AGMs, stained for GFP, VEC, CD41, and CD45. Representative flow plots shown in (E) and results from four biological replicates shown in (F). One biological replicate = 1 embryo. (G) Increase of VEC^+^GFP^+^CD41^+^CD45^+^ cells from E10.5 to E11.5. (H) Percentage of pro-HSCs (VEC^+^CD41^+^CD43^−^CD45^−^), pre-HSC type I (VEC^+^CD41^+^CD43^+^CD45^−^) and pre-HSC type II (VEC^+^CD41^+^CD43^+^CD45^+^) within the *Gata3*-GFP^+^ fraction of E10.5 AGMs. n = 3; three embryos used. An unpaired t test was performed; ^∗^p < 0.05; ^∗∗^p < 0.01; ^∗∗∗^p < 0.001. (I) CFU-C assay of freshly sorted and directly plated G3-EC: CD41/45^−^GFP^−^VEC^+^, G3+EC: CD41/45^−^GFP^+^VEC^+^, G3-HC: CD41/45^+^GFP^−^, and G3+HC: CD41/45^+^GFP^+^; three technical replicates of one biological replicate. See also Figure S1.

To determine if the *Gata3*-GFP^+^ hematopoietic population at E10.5 contains HSPCs, we sorted them (Figure S1H) and plated them directly in colony-forming (CFU-C) assays alongside *Gata3*-GFP^-^ hematopoietic cells (HCs) and *Gata3*-GFP^+/−^ ECs. As expected, ECs do not produce hematopoietic colonies when plated directly in methylcellulose (Figure 1I). Interestingly, only the *Gata3*-GFP^−^ HCs gave rise to colonies, but not the GFP^+^ fraction, suggesting that the latter consists either of mature hematopoietic cells or very early precursors that require further maturation toward the hematopoietic fate.

### *Gata3* expression enriches for hemogenic endothelial activity

Inherent hemogenic potential can be revealed via a co-culture step on OP9 stromal cells (Swiers et al., 2013). *Gata3*-GFP^+/−^ ECs were sorted (Figure S1H) and cultured with OP9 cells. Cells were then assessed for hematopoietic marker expression and progenitor potential (Figure 2A). Both EC populations were able to give rise to HCs (Figure 2B), with a trend toward higher production of CD45^+^ cells from *Gata3*-GFP^+^ ECs (Figure 2C). In CFU-C assays, however, *Gata3*-GFP^+^ ECs had a noticeably higher colony output (Figure 2D), which was highly significant for all colony types.

**Figure 2:**
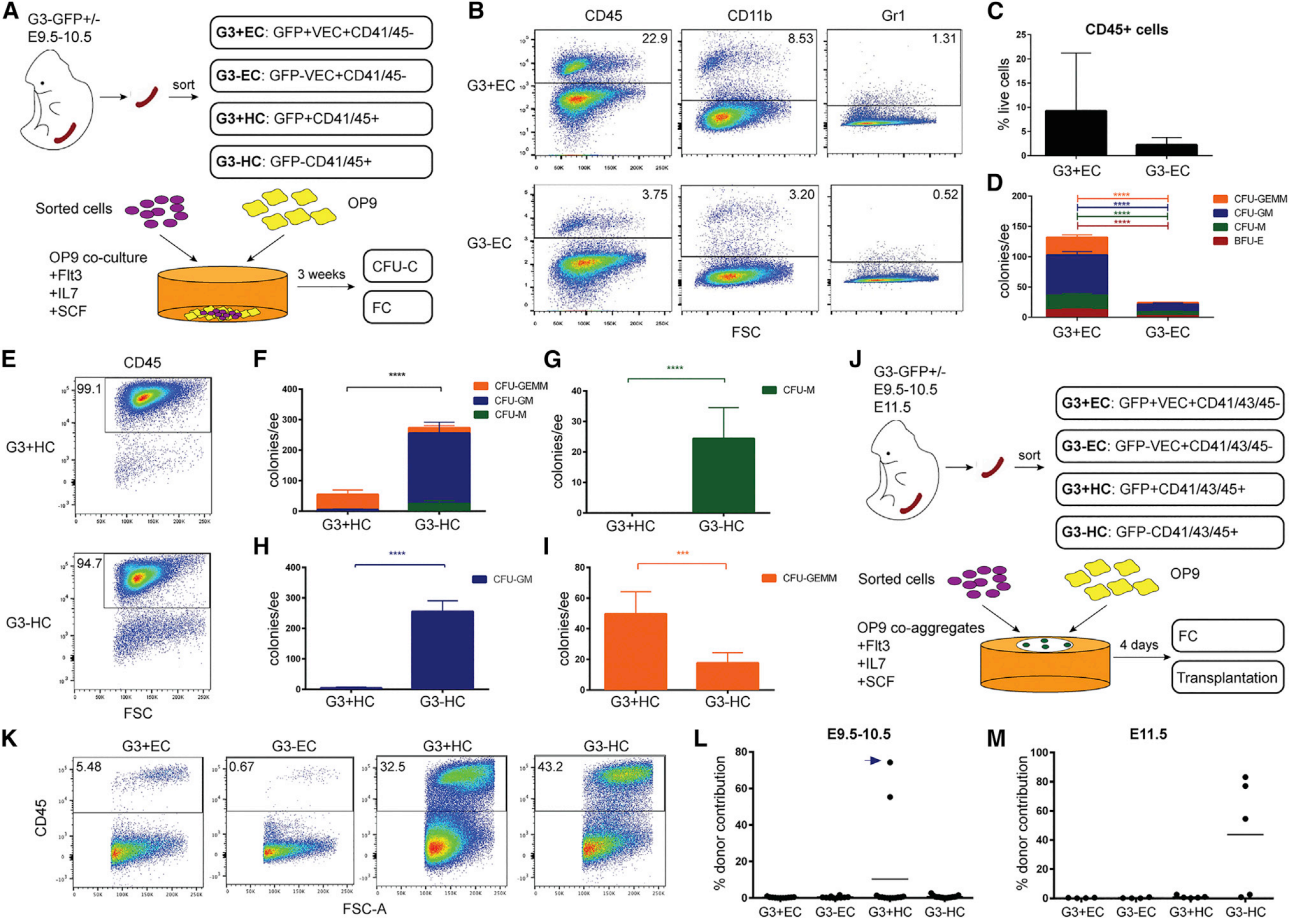
*Gata3* enriches for HECs and marks early HSC precursors (A) Outline of co-culture experiments. (B–D) Flow cytometry analysis of hematopoietic output from *Gata3*-GFP^+/−^ ECs. Total CD45^+^ cells (flow cytometry) (C) and hematopoietic progenitors (CFU-C) (D) produced by *Gata3*-GFP^+/−^ ECs; n = 4, with pooled and sorted cells from 8 to 12 embryos used per experiment. (E–I) Flow cytometry analysis of CD45^+^ cells produced from *Gata3*-GFP^+/−^ HCs from three independent experiments (n = 3). Total progenitors (F), CFU-M (G), CFU-GM (H), and CFU-GEMM (I) produced by *Gata3*-GFP^+/−^ HCs; n = 3, with pooled and sorted cells from 8 to 12 embryos used per experiment. ^∗∗∗^p < 0.001; ^∗∗∗∗^p < 0.0001; Mann-Whitney test. (J) Outline of co-aggregate experiments. (K–M) Total CD45^+^ cell output (flow cytometry) from E9.5–10.5 *Gata3*-GFP^+/−^ ECs and HCs. Percent donor contribution after 4 months in recipients of co-aggregates from E9.5–10.5 (L) and E11.5 (M) *Gata3*-GFP^+/−^ ECs and HCs. Arrow highlights data point from analysis after 1 month as this recipient died unexpectedly before the 4-month analysis. n = 7 for E9.5–10.5. Cells were sorted from 7 to 13 embryos into the four populations, which were co-aggregated as one embryo equivalent (ee), with one co-aggregate transplanted per recipient (28 recipients in total; seven per cell population); n = 4–5 for E11.5. Cells were sorted from six to 10 embryos into the indicated populations, which were co-aggregated as one ee (four co-aggregates per EC population; five co-aggregates per HC population), with one co-aggregate transplanted per recipient (18 recipients in total). See also Figures S1 and S2.

### *Gata3* marks HSC precursors

We also tested the potential of the *Gata3*-GFP^+/−^ HC populations (Figures 2A and S1H) in co-cultures. Unsurprisingly, they gave an almost entirely CD45^+^ output (Figure 2E). Interestingly, while overall progenitor potential was higher in the *Gata3*-GFP^−^ fraction (Figure 2F), splitting this into individual progenitor types revealed that *Gata3* expression enriches specifically for the most immature CFU-GEMM progenitor (Figures 2G–2I), suggesting that *Gata3*-GFP may mark HSC precursors.

The intermediate steps involved in the maturation of HECs into transplantable HSCs have been dissected with the help of a culture system developed in the Medvinsky lab (Rybtsov et al., 2011, 2014). It involves aggregation of sorted cell populations with OP9 cells and culturing these co-aggregates in the presence of cytokines. The potential of the initial populations is then assessed by flow cytometry and transplantations (Figure 2J). Pro-HSCs emerge from E9 in the AGM region, while type I pre-HSCs are detected at E10–11. Pre-HSC type II emerge toward E11 (Rybtsov et al., 2014). *Gata3*-GFP^+/−^ ECs and HCs were sorted (Figure S2A) and cultured as OP9 co-aggregates (Figure 2J). All four populations were able to generate CD45^+^ HCs, with the sorted HC fractions producing substantially more CD45^+^ cells than the EC populations (Figure 2K). ECs are unable to transdifferentiate into transplantable HSCs in these culture conditions (Rybtsov et al., 2014), and indeed neither *Gata3*-GFP^+^ nor *Gata3*-GFP^−^ ECs produced any detectable chimerism in transplant recipients (Figures 2L and 2M). Intriguingly, repopulation activity at E9.5 to E10.5 was restricted to the *Gata3*-GFP^+^ HC fraction, which completely shifted to the *Gata3*-GFP^−^ fraction at E11.5. All of the results taken together with our previous data (Fitch et al., 2012) imply that *Gata3* expression is switched on in HECs, with *Gata3* expression continuing during the early stages of HSC maturation, but being switched off at the pre-HSC type II stage and remaining off in emerging HSCs (Figure S2B).

### *Gata3*-expressing cells show an enrichment for key regulators of EHT

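RNA of E10.5 embryos carrying *Gata3*-GFP, in which GFP reports *Gata3* expression, was sequenced with Smart-seq2, a method that makes full-length cDNA from small cell numbers. The 4 sorted populations were *Gata3*-GFP+ ECs, *Gata3*-GFP- ECs, *Gata3*-GFP+ HCs and *Gata3*-GFP- HCs, with 20 pools of 20 cells each. ECs were sorted as VE-cadherin-positive cells without CD41 or CD45, and HCs as cells with CD41 or CD45. The authors aligned the reads with STAR to mouse Ensembl release 81 (GRCm38), counted them on genes with HTSeq and deposited these counts for every pool without normalization. The paper's text does not name the strand or overlap setting of the counting. The counts cover 46078 genes and 92 ERCC RNAs, a spike-in mix that was added to each pool in the same volume. Pools were used when they passed the paper's limits on the number of reads and on the shares of reads on genes, mitochondrial genes and ERCC RNAs. One *Gata3*-GFP+ EC pool had 86.7% of its counts on ERCC RNAs and was left out, so that 19 *Gata3*-GFP+ EC pools and 20 pools of each other population were compared. The paper's further limit of over 8000 high coverage genes, read here as genes with at least 10 counts, removed no other pool. Counts on genes ranged from 1400824 to 6006894 per pool in *Gata3*-GFP+ ECs, with a median of 3685639. In *Gata3*-GFP- ECs they ranged from 1822577 to 5732291, with a median of 2801409. In *Gata3*-GFP+ HCs the range was 1460179 to 16004756 and the median 3180193, and in *Gata3*-GFP- HCs the range was 2010549 to 15700184 and the median 3712267. A count of 3 was taken as the smallest that a pool can show. Amplified reads without molecular identifiers are not independent molecules, so this floor covers counting error only. The *Gata3*-GFP+ and *Gata3*-GFP- pools of one cell type were compared with edgeR's quasi-likelihood test after TMM normalization, for genes with at least 10 counts in at least 5 of these pools. Genes with a Benjamini-Hochberg adjusted p under 0.01 and a log2 fold change beyond 0.1 in either direction were taken as differentially expressed. The paper's methods text gives the limit on the adjusted p only. The genes listed in Table S1 and tested here had changes of at least 0.94 in size. Whether a further limit was applied to that table is therefore open. Expression levels are given as CPM, counts scaled to the same library total and normalized by TMM over the 4 populations. The labels do not tie pools to the 3 to 5 biological replicates, so pools were the replicates and the errors cover the spread between pools. Positions are those of GENCODE release M21 on GRCm38, in which 45229 of the gene identifiers were found. *Gata3* (ENSMUSG00000015619, chromosome 2 from 9857078 to 9890034) shares 3.9% of its exon bases with *Gm13256* on the opposite strand and 1.9% with *9230102O04Rik* on the same strand. It had 75.8 ± 28.2 CPM (SD, n = 19 pools) in *Gata3*-GFP+ ECs and 12.1 ± 6.86 CPM (n = 20) in *Gata3*-GFP- ECs. Its level was 47.7 ± 30.1 CPM (SD, n = 20) in *Gata3*-GFP+ HCs and 6.65 ± 2.90 CPM (n = 20) in *Gata3*-GFP- HCs. The log2 fold change of *Gata3* was 2.66 in ECs (standard error 0.22) and 2.89 in HCs (standard error 0.26), with adjusted p-values of 9.61e-14 and 3.37e-11 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The sorting marker *Cdh5*, which encodes VE-cadherin, had 1030 CPM in *Gata3*-GFP+ ECs and 11.1 CPM in *Gata3*-GFP+ HCs, and *Ptprc*, which encodes CD45, had 4.95 CPM and 193 CPM in the same populations.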

To get a better understanding of how GATA3 may be involved in the EHT, we performed RNA-seq on small pools (20 cells/pool; 20 pools/population) of sorted *Gata3*-GFP^+^ ECs and HCs and compared their transcriptome to the *Gata3*-GFP^−^ fractions (Figures 3A and S1H). 

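Principal components were computed from log2 scran-normalized counts, with a pseudocount of 1, over the 7934 genes that varied more than the ERCC RNAs in the 79 pools (FDR under 0.1). Component 1 held 41.4% of the variance and component 2 held 10.6%. The position along component 1 was −105.8 ± 6.86 (mean ± SD, n = 19 pools) in *Gata3*-GFP+ ECs and −78.6 ± 5.91 (n = 20) in *Gata3*-GFP- ECs. HCs lay on the other side, at 62.6 ± 19.9 (n = 20) in *Gata3*-GFP+ pools and 116.6 ± 8.78 (n = 20) in *Gata3*-GFP- pools. The means of ECs and HCs differed by −15.4 times the pooled within-population SD, and no EC pool reached the range of the HC pools (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest these can give). Along component 2, *Gata3*-GFP+ ECs had a mean of 22.7 and *Gata3*-GFP- ECs a mean of −44.6, a difference of 4.20 within-population SDs without overlap (p = 1e-05 by the same permutation test). For *Gata3*-GFP+ and *Gata3*-GFP- HCs the means were 62.7 and −39.7, which is 6.40 within-population SDs apart (p = 1e-05 by permutation), and 19 of the 20 *Gata3*-GFP+ pools lay above every *Gata3*-GFP- pool. The *Gata3*-GFP+ and *Gata3*-GFP- fractions also differed along component 1, by −2.31 SDs in ECs and by −4.59 SDs in HCs (p = 1e-05 by permutation for each). The choice of genes moved the shares most, to 72.3% for component 1 with the 500 most variable genes.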

Principal-component analysis showed a clear separation of ECs from HCs along component 1, with each population displaying a distinct subdivision according to *Gata3* expression along component 2 (Figure 3B). Differential expression analysis revealed a higher number of genes being upregulated in *Gata3*-GFP^+^ cells (EC: 557; HC: 1527) than were downregulated (EC: 253; HC: 232), with some overlap between the two cell types (Figure 3C; Table S1). 

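In ECs, 15073 genes were tested, of which 2932 were higher and 2492 lower in *Gata3*-GFP+ pools (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In HCs, 16200 genes were tested, of which 2763 were higher and 1544 lower. The scaling moved the EC counts most. With size factors from the ERCC RNAs in place of TMM, 951 genes were higher and 5685 lower in *Gata3*-GFP+ ECs. Of the 14087 genes tested in both cell types, 786 were higher in both *Gata3*-GFP+ populations, where independent lists of these sizes would share 443, and 637 were lower in both, where 237 would be shared. Another 169 genes were higher in *Gata3*-GFP+ ECs and lower in *Gata3*-GFP+ HCs, and 264 were lower in *Gata3*-GFP+ ECs and higher in *Gata3*-GFP+ HCs, both fewer than independent lists would share (263 and 398). The largest changes were read among genes with at least 10 counts in 75% of the pools of the higher population, a rule set before the data were examined. In ECs the largest rises were those of *Gkn3*, *Mt3* and *Gm13111*. *Gkn3* (ENSMUSG00000030048, chromosome 6 from 87383256 to 87388935) had 111.8 ± 62.2 CPM (SD, n = 19) in *Gata3*-GFP+ ECs and 0.320 ± 0.327 CPM (n = 20) in *Gata3*-GFP- ECs, a log2 fold change of 8.16 (standard error 0.39). The *Gata3*-GFP- mean of *Gkn3* lies under the floor of 3 counts at the depth of these pools, so the size of its fold is uncertain. *Mt3* and *Gm13111* had at most 3 counts in every *Gata3*-GFP- EC pool, so their folds are lower bounds, at least 29.6-fold and at least 18.7-fold higher in *Gata3*-GFP+ ECs. The largest falls in *Gata3*-GFP+ ECs were log2 fold changes of −4.91 for *Gm37121*, −4.52 for *Kcne3* and −4.49 for *Prl3b1*. In HCs, *Tfap2b* rose most, from 0.0845 ± 0.197 CPM (SD, n = 20) in *Gata3*-GFP- pools to 21.6 ± 20.7 CPM (n = 20) in *Gata3*-GFP+ pools, a log2 fold change of 7.56 (standard error 0.73). Its *Gata3*-GFP- mean also lies under that floor, so the size of this fold is uncertain too. *Ppp2r2b*, which shares 4.2% of its exon bases with *4933407I08Rik* on the opposite strand, had a log2 fold change of 6.63 in HCs. *S100a8* fell from a median of 142.4 CPM in *Gata3*-GFP- HCs, where the SD of 3397 exceeded the mean of 1693, to a median of 9.22 CPM in *Gata3*-GFP+ HCs. *S100a9* fell by 7.08 on the log2 scale and *BC100530* by 7.18. Under the paper's own test, scanpy's t-test with overestimated variance, these falls were smaller. There the log2 fold changes were −4.33 for *S100a9*, −5.005 for *BC100530* and −4.87 for *S100a8*. *BC100530* is annotated beside *Stfa1*, *Stfa2* and *Stfa3*, between which the counting could have split reads, and shares 18.4% of its exon bases with *Gm15845* on the opposite strand.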

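Gene ontology enrichment was not analysed here. The lists it started from were set beside the tests of these pools. All 557 genes that the paper lists as upregulated in *Gata3*-GFP+ ECs were tested, and all were higher past the threshold, with a median log2 fold change of 2.26. The genes called higher in ECs and not listed had a median of 0.95. Of the 1527 genes that the paper lists as upregulated in *Gata3*-GFP+ HCs, 1498 were tested. All of these were higher in *Gata3*-GFP+ pools, 1446 of them past the threshold, and their median log2 fold change was 2.74. The unlisted genes called higher in HCs had a median of 1.01.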

Gene ontology analysis of the upregulated genes saw a significant enrichment of processes associated with stem cell development and differentiation and migration in both cell populations, which may be a reflection of these cells undergoing morphological changes during EHT (Figure S3). Genes that were downregulated in the *Gata3*-GFP^+^ HC fraction were largely associated with differentiated blood lineages (e.g., *Icos*, *Irf8*, *Klf4*, *Ccl3,* and *Il6ra*), which reflects the HSC precursor status of the *Gata3*-GFP^+^ cells. 

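*Irf8* (ENSMUSG00000041515, chromosome 8 from 120736358 to 120756694) had 66.6 ± 46.2 CPM (SD, n = 20 pools) in *Gata3*-GFP+ HCs and 163 ± 43.3 CPM (n = 20) in *Gata3*-GFP- HCs. This is a log2 fold change of −1.28 (standard error 0.25, adjusted p = 5.72e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Klf4* (ENSMUSG00000003032, chromosome 4 from 55527143 to 55532466) had 3.98 ± 4.62 CPM in *Gata3*-GFP+ HCs and 13.3 ± 6.94 CPM in *Gata3*-GFP- HCs. This gives a log2 fold change of −1.69 (standard error 0.43, adjusted p = 0.00173 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ccl3* (ENSMUSG00000000982, chromosome 11 from 83647844 to 83649355) went from 549 ± 236 CPM in *Gata3*-GFP- HCs to 191 ± 118.6 CPM in *Gata3*-GFP+ HCs. *Ccl3* fell by 1.51 on the log2 scale (standard error 0.28, adjusted p = 4.07e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Il6ra* (ENSMUSG00000027947, chromosome 3 from 89864059 to 89913196), which shares 2.8% of its exon bases with *Gm42809* on the opposite strand, had 36.6 ± 23.2 CPM and 82.5 ± 17.5 CPM in the same order. For *Il6ra* the log2 fold change was −1.17 (standard error 0.20, adjusted p = 1.03e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Icos* (ENSMUSG00000026009, chromosome 1 from 60977927 to 61000320) had at least 10 counts in 13 of 20 *Gata3*-GFP+ and 19 of 20 *Gata3*-GFP- HC pools, at 6.91 ± 6.58 CPM and 17.2 ± 9.37 CPM. The change of *Icos*, −1.31 on the log2 scale (standard error 0.46) did not pass the threshold, with an adjusted p of 0.0224 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper's own test, scanpy's t-test with overestimated variance on scran-normalized values, moved these 5 changes most, to −2.15 for *Icos* and −2.60 for *Klf4*. *Icos* passed the threshold under that test and under DESeq2's Wald test, where its change was −1.34. Of 10 general hematopoietic markers, 9 were also lower past the threshold in *Gata3*-GFP+ HCs, and the log2 fold change of *Ptprc* was −1.09. Whether the 5 genes fell beyond this wider fall was not tested. The score of 12 macrophage and myeloid markers, the mean of their log2(CPM + 1), was 7.15 ± 1.14 (SD, n = 20) in *Gata3*-GFP+ HCs and 8.58 ± 0.397 (n = 20) in *Gata3*-GFP- HCs. The difference was −1.43 (two-sided permutation test with Benjamini-Hochberg adjustment over 24 set comparisons, adjusted p = 2e-05, the smallest these can give). Of the 12 markers, 6 were lower past the threshold and 0 higher. The largest log2 fold changes were −6.10 for *Elane* and −5.00 for *Mpo*. *C1qa* (0.028), *C1qb* (−0.336), *C1qc* (−0.258), *Cd68* (−0.351), *Mrc1* (−0.893) and *Ms4a7* (1.06) did not pass it.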

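The S phase score of a pool was the mean log2(CPM + 1) of the 43 S phase genes in Seurat's cell cycle list, and the G2/M score that of its 54 G2/M genes, under their mouse names. For these 2 scores CPM was normalized by TMM within ECs and within HCs separately, so the scores of ECs and HCs are not on one scale. The S score was 4.95 ± 0.415 (SD, n = 19 pools) in *Gata3*-GFP+ ECs and 6.12 ± 0.236 (n = 20) in *Gata3*-GFP- ECs, a difference of −1.17 (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest these can give). The score of 17 of the 19 *Gata3*-GFP+ EC pools was below that of every *Gata3*-GFP- EC pool. The G2/M score was 5.48 ± 0.888 in *Gata3*-GFP+ ECs and 6.48 ± 0.325 in *Gata3*-GFP- ECs, a difference of −1.003 (p = 1e-05 by the same permutation test). Single genes were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 34 of the S phase genes and 24 of the G2/M genes were lower in *Gata3*-GFP+ ECs, none higher. With ERCC size factors, 41 and 49 were lower, none higher. These size factors moved the score differences most, to −1.84 for S and −1.69 for G2/M. In HCs, the S score was 5.78 ± 0.454 (n = 20) in *Gata3*-GFP+ pools and 6.36 ± 0.188 (n = 20) in *Gata3*-GFP- pools, a difference of −0.58 (p = 1e-05 by permutation). The G2/M score differed by −0.28 between *Gata3*-GFP+ and *Gata3*-GFP- HCs (p = 0.0149 by permutation), and with ERCC size factors this difference had a permutation p of 0.0531. Per EC pool, the log2 ratio of counts on genes to counts on ERCC RNAs was 5.95 ± 0.443 (SD, n = 19) in *Gata3*-GFP+ and 6.66 ± 0.415 (n = 20) in *Gata3*-GFP- pools. The difference of −0.71 (p = 1e-05 by permutation) is a smaller amount of RNA on genes per unit of spike-in RNA.

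**Figure D1:**
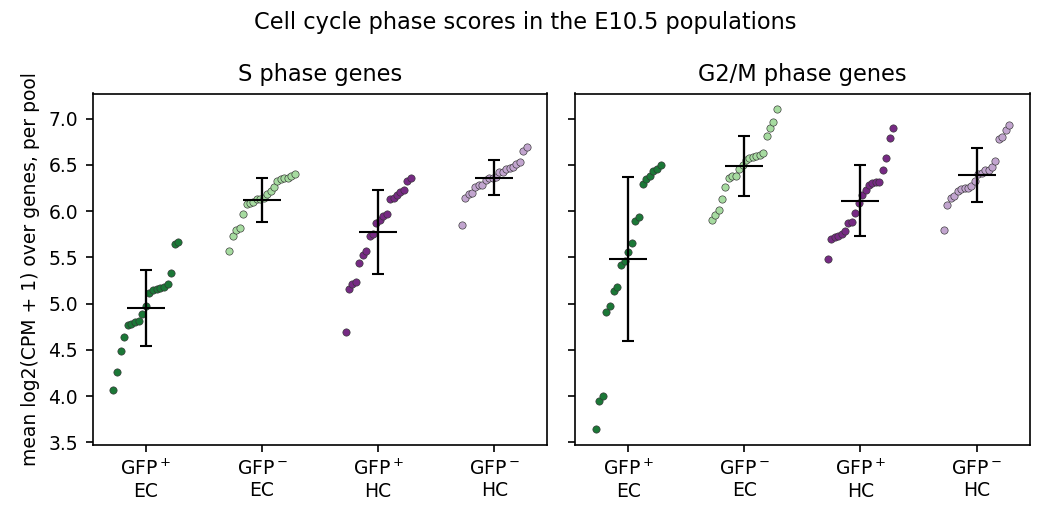
Each point is a 20-cell pool of an E10.5 population, placed by its S phase score (left) or G2/M score (right), the mean log2(CPM + 1) over the genes of that phase, and the bars give the mean ± SD. CPM was normalized by TMM within ECs and within HCs separately, so levels are to be compared within a cell type only. The S score of 17 of the 19 *Gata3*-GFP+ EC pools lies below that of every *Gata3*-GFP- EC pool.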

Interestingly, *Gata3*-GFP^+^ ECs displayed a downregulation of genes linked to the positive regulation of cell cycle and proliferation.

**Figure 3:**
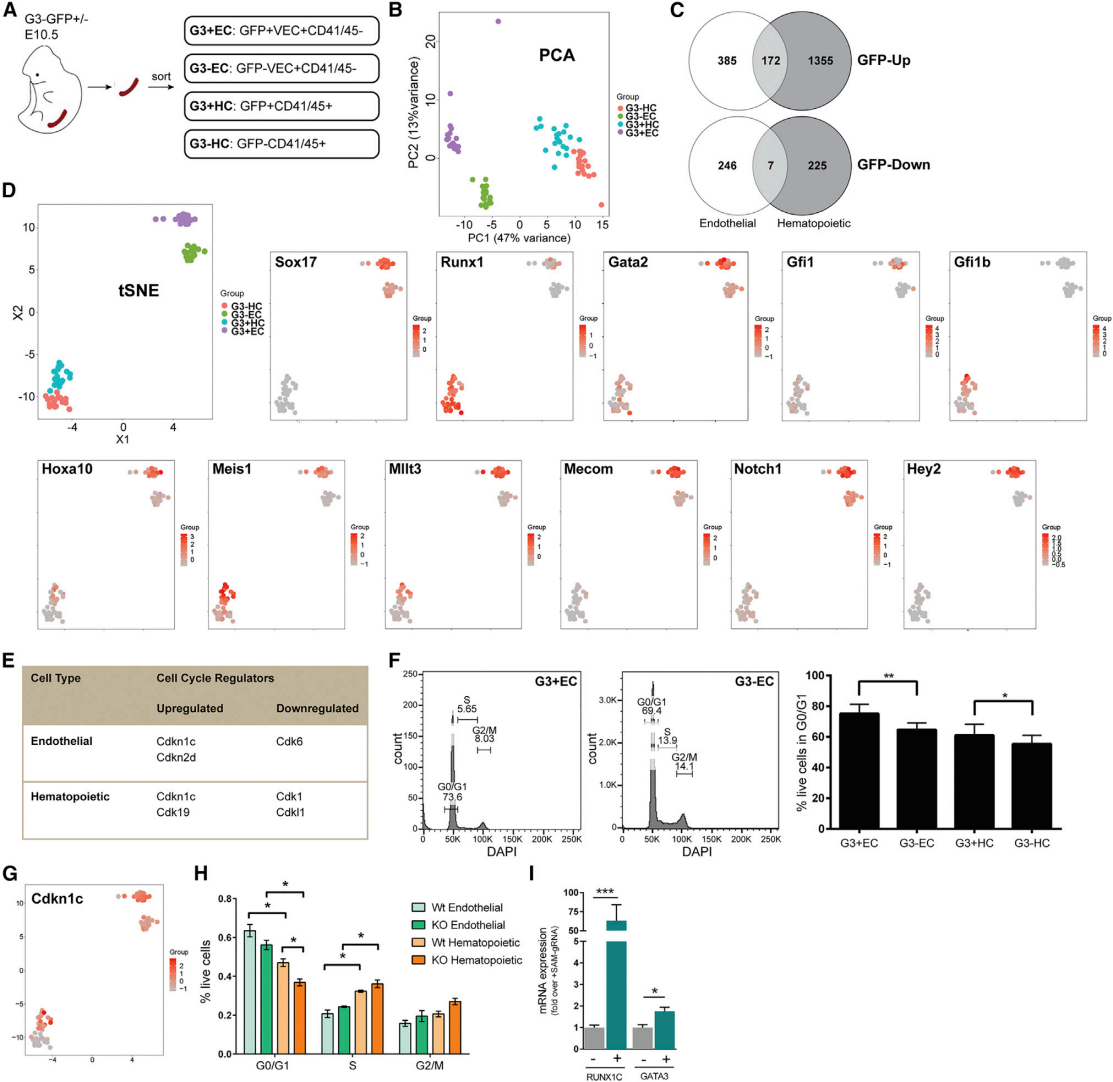
*Gata3* expression correlates with other EHT regulators and marks quiescent cells (A) Cell populations analyzed by RNA-seq. (B) Principal-component analysis of individual samples of the four populations. Cells were from three to five biological replicates, with cells from two to six GFP^+^ embryos pooled per replicate. (C) Venn diagrams of genes upregulated and downregulated in *Gata3*-GFP^+^ ECs and HCs. (D) tSNE plots of the four cell populations colored for the expression of the indicated genes. (E) Cell cycle regulators differentially expressed in *Gata3*-GFP^+^ ECs and HCs. (F) Percentage of quiescent cells in the *Gata3*-GFP^+/−^ EC and HC populations, with representative flow cytometry plots. n = 4, with cells from 2 to 10 GFP^+^ embryos pooled per independent experiment. ^∗^p < 0.05; ^∗∗^p < 0.01; paired t test. (G) tSNE plot colored for *Cdkn1c* expression. (H) Percentage of *Cdkn1c* wild-type (Wt) and knockout (KO) ECs and HCs in the different cell cycle phases. n = 3, using a total of 11 Wt (4, 4, 3) and 11 KO (4, 4, 3) embryos. ^∗^p < 0.05; paired t test. (I) Expression of *RUNX1C* and *GATA3* by qPCR in hiPSCs with (+) and without (−) *RUNX1C*-activating gRNA as part of the UniSam endogenous gene activation system. n = 3. ^∗^p < 0.05; ^∗∗∗^p < 0.001; Mann-Whitney test. See also Figures S2 and S3.

To understand the position of GATA3 in the network of EHT regulators, we analyzed the expression of regulators that mark key stages of HSC generation (Ottersbach, 2019) (Figure S2B). *Sox17* is upregulated in arterial ECs and required for HEC specification, but subsequently needs to be downregulated for the EHT to proceed. This is confirmed in our dataset, where it is absent in HCs, but upregulated in *Gata3*-GFP^+^ ECs (Figure 3D). 

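*Sox17* (ENSMUSG00000025902) lies on chromosome 1 from 4490931 to 4497354, and 16.8% of its exon bases are shared with *Gm37587* on the opposite strand. Its level was 233 ± 61.3 CPM (SD, n = 19 pools) in *Gata3*-GFP+ ECs and 71.1 ± 24.3 CPM (n = 20) in *Gata3*-GFP- ECs. The log2 fold change was 1.73 (standard error 0.13, adjusted p = 2.57e-14 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 19 *Gata3*-GFP+ pools and all 20 *Gata3*-GFP- pools had at least 10 counts. Size factors from the ERCC RNAs lowered this change most, to 0.95. In HCs, *Sox17* had 1.15 ± 0.877 CPM (n = 20) in *Gata3*-GFP+ pools and 0.913 ± 0.753 CPM (n = 20) in *Gata3*-GFP- pools. At least 10 counts were reached in 2 of the 20 *Gata3*-GFP+ HC pools and in 0 of the 20 *Gata3*-GFP- HC pools, while 3 and 1 pools, in this order, had 0 counts. Between the means of the HC and the EC populations, the log2 fold change of *Sox17* was −7.04 (standard error 0.18, adjusted p = 2.00e-50 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).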

*Runx1*, *Gata2,* and *Gfi1* are key transcription factors for initiating the hematopoietic transcriptional program in HEC, which is reflected in their upregulation in *Gata3*-GFP^+^ ECs, with *Gata2* showing the most widespread expression. 

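*Runx1* (ENSMUSG00000022952, chromosome 16 from 92601466 to 92826149) shares 0.9% of its exon bases with *Gm26626* on the opposite strand. It had 17.5 ± 22.1 CPM (SD, n = 19 pools) in *Gata3*-GFP+ ECs, with a median of 4.51 CPM, and 2.09 ± 1.49 CPM (n = 20) in *Gata3*-GFP- ECs. *Runx1* rose by 3.07 on the log2 scale (standard error 0.56, adjusted p = 1.25e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under the paper's own test on scran-normalized values, the change of *Runx1* in ECs was 1.77 and did not pass the threshold. *Gata2* (ENSMUSG00000015053, chromosome 6 from 88193891 to 88207032) had 90.998 ± 28.5 CPM in *Gata3*-GFP+ ECs and 25.2 ± 11.6 CPM in *Gata3*-GFP- ECs. *Gata2* thus rose by 1.87 on the log2 scale (standard error 0.19, adjusted p = 8.42e-11 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gfi1* (ENSMUSG00000029275, chromosome 5 from 107716657 to 107726036), with 3.2% of its exon bases shared with *A430072P03Rik* on the opposite strand, had 7.86 ± 10.1 CPM in *Gata3*-GFP+ ECs and 0.521 ± 1.93 CPM in *Gata3*-GFP- ECs. For *Gfi1* the log2 fold change was 4.05 (standard error 0.90, adjusted p = 2.32e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 19 *Gata3*-GFP+ EC pools, *Gata2* had at least 10 counts in 19, *Runx1* in 11 and *Gfi1* in 9. In the 20 *Gata3*-GFP- EC pools, *Gata2* reached 10 counts in 20, *Runx1* in 2 and *Gfi1* in 1, and 17 of these pools had 0 counts of *Gfi1*.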

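In HCs, *Runx1* had 89.1 ± 30.1 CPM (SD, n = 20 pools) in *Gata3*-GFP+ and 119.4 ± 19.9 CPM (n = 20) in *Gata3*-GFP- pools. The mean of both HC populations was above that of both EC populations by a log2 fold change of 4.09 (standard error 0.28, adjusted p = 1.01e-22 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between *Gata3*-GFP+ HCs and *Gata3*-GFP+ ECs, the log2 fold change of *Runx1* was 2.34 (standard error 0.36). *Gata2* had 14.1 ± 13.9 CPM in *Gata3*-GFP+ HCs and 16.4 ± 18.9 CPM in *Gata3*-GFP- HCs, and at least 10 counts in 16 and 14 of their 20 pools. The mean of the HC populations was below that of the EC populations, with a log2 fold change of −1.64 (standard error 0.28, adjusted p = 4.32e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gfi1* had 2.52 ± 4.45 CPM in *Gata3*-GFP+ HCs and 2.22 ± 3.57 CPM in *Gata3*-GFP- HCs, and 5 and 6 of their 20 pools reached 10 counts. The difference of *Gfi1* between the HC and EC populations was not past the threshold, at a log2 fold change of 0.29 (standard error 0.56, adjusted p = 0.678 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From *Gata3*-GFP+ ECs to *Gata3*-GFP+ HCs it was −1.63 (standard error 0.83), also not past the threshold (adjusted p = 0.0916 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).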

*Runx1* is much more highly expressed in HCs (*Gata3*-GFP^+^ and ^–^HCs), while *Gata2* and *Gfi1* become downregulated, which is consistent with the literature (Ottersbach, 2019). *Gfi1b* is involved in the final stages of the EHT, with expression restricted to intra-aortic clusters. Accordingly, its expression was confined to the *Gata3*-GFP^+^ HC population.

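*Gfi1b* (ENSMUSG00000026815) lies on chromosome 2 from 28609450 to 28621982. In *Gata3*-GFP+ HCs it had 75.4 ± 68.3 CPM (SD, n = 20 pools) with at least 10 counts in 19 pools. In *Gata3*-GFP- HCs it had 9.14 ± 12.1 CPM (n = 20) with a median of 1.76 CPM, and 9 of the 20 pools had at least 10 counts. The log2 fold change in HCs was 3.04 (standard error 0.59, adjusted p = 6.05e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In ECs, *Gfi1b* had 0.917 ± 1.87 CPM (n = 19) in *Gata3*-GFP+ pools, 1 of which reached 10 counts, and 0.343 ± 0.375 CPM (n = 20) in *Gata3*-GFP- pools, of which 0 did. It did not enter the test of ECs for this reason. From *Gata3*-GFP+ ECs to *Gata3*-GFP+ HCs, the log2 fold change was 6.24 (standard error 0.64, adjusted p = 7.24e-14 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

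**Figure D2:**
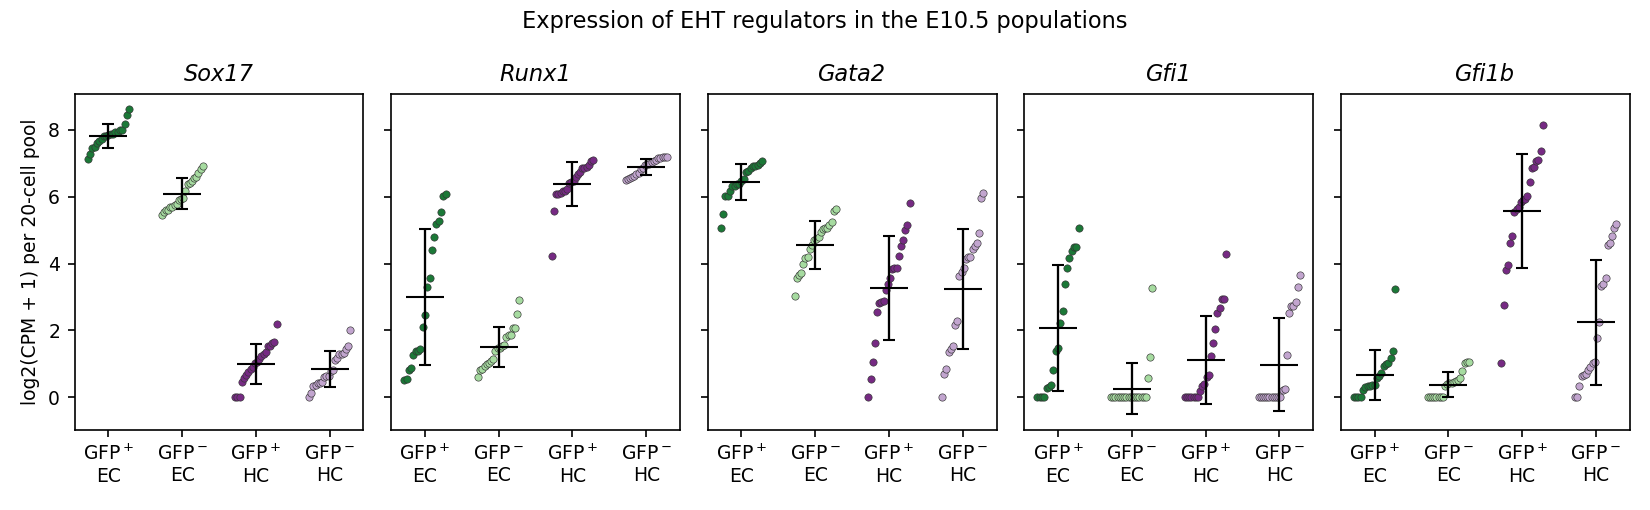
Each point is a 20-cell pool of an E10.5 population, placed by log2(CPM + 1) of the gene named above the panel, and the bars give the mean ± SD. For *Gfi1b*, 9 of the 20 *Gata3*-GFP- HC pools had at least 10 counts, against 19 of the 20 *Gata3*-GFP+ HC pools.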

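*Hoxa10* (ENSMUSG00000000938, chromosome 6 from 52231197 to 52240854) had 28.9 ± 15.5 CPM (SD, n = 19 pools) in *Gata3*-GFP+ ECs and 5.67 ± 4.10 CPM (n = 20) in *Gata3*-GFP- ECs. In HCs it had 10.6 ± 9.58 CPM (n = 20) in *Gata3*-GFP+ and 1.04 ± 2.05 CPM (n = 20) in *Gata3*-GFP- pools. Its log2 fold changes were 2.36 in ECs and 3.36 in HCs (standard errors 0.37 and 0.68, adjusted p = 1.03e-06 and 1.05e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Meis1* (ENSMUSG00000020160, chromosome 11 from 18879817 to 19018985) shares 9.8% of its exon bases with *Gm37818* on the same strand and 8.5% with *Gm16140* on the opposite strand. It had 58.2 ± 24.6 CPM in *Gata3*-GFP+ ECs against 7.90 ± 4.83 CPM in *Gata3*-GFP- ECs, and 110.7 ± 37.9 CPM in *Gata3*-GFP+ HCs against 27.1 ± 14.2 CPM in *Gata3*-GFP- HCs. The log2 fold changes of *Meis1* were 2.87 and 2.05 (standard errors 0.25 and 0.23, adjusted p = 5.18e-13 and 3.04e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mllt3* (ENSMUSG00000028496, chromosome 4 from 87769925 to 88033364) had 167 ± 43.4 CPM in *Gata3*-GFP+ ECs and 17.3 ± 9.07 CPM in *Gata3*-GFP- ECs. In HCs its levels were 54.03 ± 42.4 CPM and 8.92 ± 5.96 CPM. The log2 fold changes of *Mllt3* were 3.28 and 2.62 (standard errors 0.19 and 0.36, adjusted p = 2.13e-18 and 2.19e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).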

Among the genes commonly upregulated in *Gata3*-GFP^+^ ECs and HCs (Table S1, Figure 3D) were well-known HSC regulators such as *Hoxa10*, which was shown to drive the transition of HECs into HSCs derived from human iPSCs (Sugimura et al., 2017), *Meis1*, which promotes the reprogramming of hematopoietic progenitors to HSCs (Riddell et al., 2014), and *Mllt3*, which is essential for human HSC self-renewal (Calvanese et al., 2019) and was reported to be upregulated in cells undergoing EHT (Oatley et al., 2020). *Mecom*, a transcription factor essential for fetal and adult HSC function (Kumano and Kurokawa, 2010), that was recently, together with *Hoxa10* and *Meis1*, described as a marker for E9.5 HECs (Gao et al., 2018), was upregulated in *Gata3*-GFP^+^ ECs. 

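*Mecom* (ENSMUSG00000027684, chromosome 3 from 29951296 to 30548008) shares 0.7% of its exon bases with *Mecomos* on the opposite strand. It had 379 ± 78.7 CPM (SD, n = 19 pools) in *Gata3*-GFP+ ECs and 45.4 ± 19.001 CPM (n = 20) in *Gata3*-GFP- ECs. This is a log2 fold change of 3.08 (standard error 0.15, adjusted p = 2.87e-20 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In HCs, *Mecom* had 11.3 ± 12.7 CPM (n = 20) in *Gata3*-GFP+ and 4.11 ± 3.68 CPM (n = 20) in *Gata3*-GFP- pools. This is a log2 fold change of 1.50 (standard error 0.44, adjusted p = 0.00625 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was not past the threshold with ERCC size factors (1.23) or under the paper's test (1.40). The change of *Mecom* in HCs differed from that in ECs by −1.59 on the log2 scale in a test of the interaction (standard error 0.43, adjusted p = 0.00238 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).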

The Notch signaling pathway is essential for the EHT; however, its activity needs to be downregulated for HSCs to emerge (Gama-Norton et al., 2015), which is reminiscent of the downregulation of *Gata3*. Indeed, both *Notch1* and one of its important downstream targets, *Hey2*, were upregulated in *Gata3*-GFP^+^ ECs.

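*Notch1* (ENSMUSG00000026923, chromosome 2 from 26457903 to 26516663) shares 7.5% of its exon bases with *0610009E02Rik* and 2.9% with *Gm13568*, both on the opposite strand. It had 219 ± 44.7 CPM (SD, n = 19 pools) in *Gata3*-GFP+ ECs and 80.4 ± 22.4 CPM (n = 20) in *Gata3*-GFP- ECs. *Notch1* rose by 1.46 on the log2 scale (standard error 0.11, adjusted p = 1.14e-14 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Hey2* (ENSMUSG00000019789, chromosome 10 from 30832359 to 30842801) had 170 ± 37.5 CPM in *Gata3*-GFP+ ECs and 3.66 ± 4.27 CPM in *Gata3*-GFP- ECs, where 8 of 20 pools reached 10 counts. Its log2 fold change was 5.65 (standard error 0.32, adjusted p = 9.20e-19 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In HCs, *Notch1* had 18.3 ± 14.2 CPM (n = 20) in *Gata3*-GFP+ and 24.9 ± 8.84 CPM (n = 20) in *Gata3*-GFP- pools, a log2 fold change of −0.42 (standard error 0.28) that did not pass the threshold. The interaction, the change in HCs minus that in ECs, was −1.87 for *Notch1* (standard error 0.30, adjusted p = 3.21e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Hey2* was higher in *Gata3*-GFP+ HCs as well, at 5.69 ± 6.02 CPM against 0.525 ± 0.592 CPM, with a log2 fold change of 3.42 (standard error 0.57, adjusted p = 6.14e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).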

### *Gata3* expression correlates with a more quiescent cell state

Among the most prominent gene ontology terms associated with the genes downregulated in *Gata3*-GFP^+^ ECs were proliferation and positive regulation of the cell cycle (Figure S3). 

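The paper's list of downregulated genes in *Gata3*-GFP+ ECs, the input of this enrichment, holds 253 genes. All of them were lower past the threshold in these pools, and the smallest change among them was 0.94 on the log2 scale in size. Their median size was 1.64, and that of the genes called lower in ECs and not listed was 0.72.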

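Among the 23 genes that the paper names in its RNA sequencing results, *Cdkn2d*, *Cdk6*, *Cdk19*, *Cdk1* and *Cdkl1* are cell cycle regulators beside *Cdkn1c*. *Cdkn2d* (ENSMUSG00000096472) rose in *Gata3*-GFP+ HCs, from 41.9 ± 21.4 to 195 ± 162 CPM (SD, n = 20 pools each). Its log2 fold change was 2.24 in HCs and 0.42 in ECs, where it did not pass the threshold and became −0.35 with ERCC size factors, and the interaction was 1.80 (adjusted p = 7.72e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cdk6* (ENSMUSG00000040274) fell in *Gata3*-GFP+ HCs, from 196 ± 45.9 to 88.97 ± 48.8 CPM, a log2 fold change of −1.12 (standard error 0.18, adjusted p = 4.29e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ptprc* had a log2 fold change of −1.09 in the same HC pools, and the fall of *Cdk6* was not tested against it. In ECs the change of *Cdk6* was 0.28 and became −0.28 with ERCC size factors, past the threshold in neither case. The interaction of *Cdk6*, which shares 2.6% of its exon bases with *Gm17590* on the opposite strand, was −1.40 (adjusted p = 4.64e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cdk19* (ENSMUSG00000038481) had 69.4 ± 16.2 CPM in *Gata3*-GFP+ ECs and 19.3 ± 7.03 CPM in *Gata3*-GFP- ECs, a log2 fold change of 1.86 (standard error 0.16, adjusted p = 6.85e-13 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its change of −0.40 in HCs did not pass the threshold, with an interaction of −2.25 (adjusted p = 7.91e-12 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of its exon bases, 4.6% are shared with *Cdk19os* on the opposite strand. *Cdk1* (ENSMUSG00000019942) had 179 ± 90.8 CPM in *Gata3*-GFP+ ECs and 437 ± 107.6 CPM in *Gata3*-GFP- ECs, a log2 fold change of −1.27 (standard error 0.18, adjusted p = 1.97e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In HCs *Cdk1* fell by 0.44 on the log2 scale. *Cdkl1* (ENSMUSG00000020990), with 20.4% of its exon bases shared with *4930512B01Rik* on the opposite strand, fell from 15.5 ± 6.86 to 2.20 ± 3.70 CPM in *Gata3*-GFP+ ECs, a log2 fold change of −2.77 (standard error 0.60). It had too few counts in HCs to be tested. Of 7 inhibitors of cyclin-dependent kinases, 5 were tested in each cell type. In ECs *Cdkn1b* and *Cdkn1c* were higher, in HCs *Cdkn1c* and *Cdkn2d*, and none was lower past the threshold, although *Cdkn1a* was lower past it in ECs with ERCC size factors and in one fit of the 4 populations, and in HCs under DESeq2's and the paper's tests, the last of which also had *Cdkn2c* lower. The change of *Cdkn1b* in ECs, 0.84 on the log2 scale, was 0.25 and not past the threshold with ERCC size factors, and its interaction was −1.17 (adjusted p = 2.53e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 13 promoters of the cell cycle, 7 were lower in *Gata3*-GFP+ ECs and none was higher past the threshold with TMM, scran or ERCC size factors. The largest of these falls, −3.35 on the log2 scale, was that of *Ccnd1*, which shares 23.4% of its exon bases with *LTO1* on the opposite strand, and *Myc* fell by 1.85. In HCs, *Cdk1*, *Cdk6*, *Ccnb2* and *Myc* were lower in *Gata3*-GFP+ pools, and *Cdk4*, *Ccnd2* and *Ccnd3* were higher, with log2 fold changes of 0.31, 0.80 and 0.97. *Ccne2* was lower past the threshold in HCs under DESeq2's Wald test (−0.86) and the paper's test (−1.16), but not with TMM. The call of *Cdk4*, which shares 19.7% of its exon bases with *Tspan31* on the opposite strand, was lost under 6 of 10 other settings, and the calls of *Ccnd2*, *Cdk1* and *Ccnb2* in HCs were lost under ERCC size factors, those of *Cdk1* and *Ccnb2* also in one fit of the 4 populations.

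**Figure D3:**
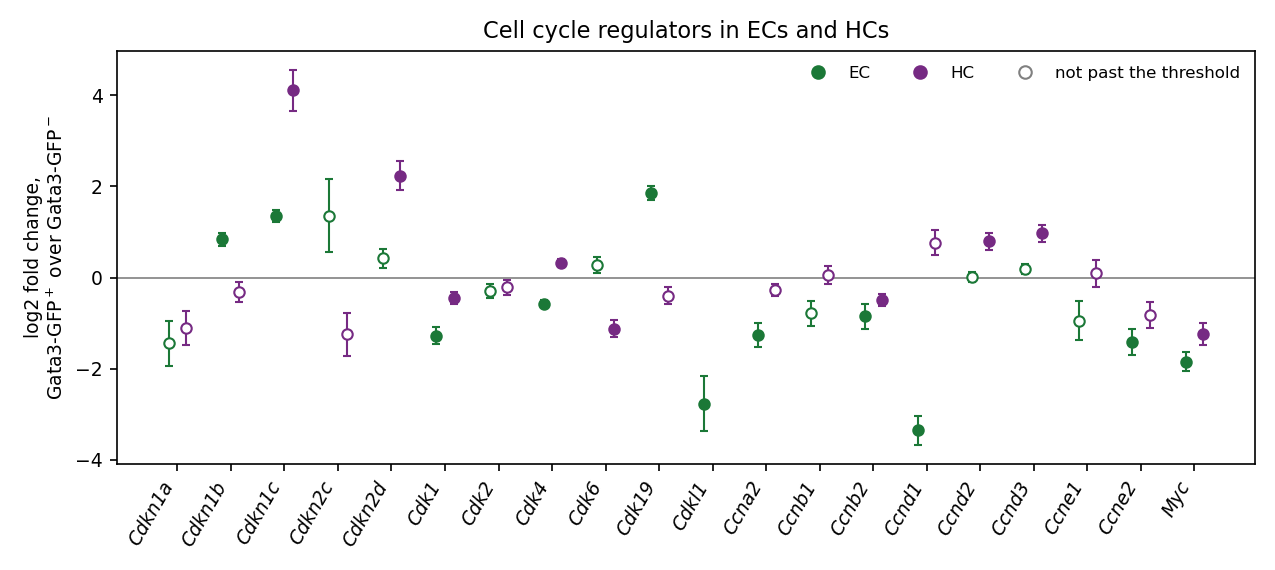
Each point is the log2 fold change, *Gata3*-GFP+ over *Gata3*-GFP-, of a cell cycle regulator in ECs (green) or HCs (purple), the bars give ± 1 standard error, and open points did not pass the threshold. *Cdkn1c* lies at 1.35 in ECs and 4.11 in HCs, and *Ccnd1* at −3.35 in ECs. *Cdkn2d*, *Cdk6*, *Ccnd2* and *Ccnd3* in ECs and *Ccnb1* and *Ccne1* in HCs change sides under ERCC size factors.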

We interrogated the differentially expressed genes specifically for cell cycle regulators and uncovered as a general trend an upregulation of cell cycle inhibitors and a downregulation of cell cycle promoters in *Gata3*-GFP^+^ cells (Figure 3E). Furthermore, we observed a significant enrichment of quiescent cells in the *Gata3*-GFP^+^ subsets (Figure 3F). Since the cell cycle inhibitor *Cdkn1c* was upregulated in both *Gata3*-GFP^+^ cell types (Figures 3E and 3G; Table S1), we hypothesized that it was responsible for the quiescent phenotype. Indeed, there was a decrease in *Gata3*-GFP^+^ ECs and HCs in the G0/G1 cell cycle phase from *Cdkn1c*-deficient embryos (Figure 3H). 

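*Cdkn1c* (ENSMUSG00000037664) lies on chromosome 7 from 143458339 to 143461050 and encodes an inhibitor of cyclin-dependent kinases. Of its exon bases, 30.7% are shared with *Gm44732* on the opposite strand. It had 365 ± 93.4 CPM (SD, n = 19 pools) in *Gata3*-GFP+ ECs and 145.1 ± 51.8 CPM (n = 20) in *Gata3*-GFP- ECs. The log2 fold change was 1.35 (standard error 0.13, adjusted p = 1.20e-11 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In HCs it had 315 ± 291 CPM (n = 20) in *Gata3*-GFP+ and 18.7 ± 23.5 CPM (n = 20) in *Gata3*-GFP- pools. The log2 fold change was 4.11 (standard error 0.46, adjusted p = 4.82e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In a test of the interaction, the change in HCs exceeded that in ECs by 2.76 on the log2 scale (standard error 0.44, adjusted p = 4.38e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the higher expression of this inhibitor in both *Gata3*-GFP+ cell types, the paper proposes that *Cdkn1c* was responsible for the quiescence of these cells. It then tested this in embryos without *Cdkn1c*, where it reports fewer of these cells in G0/G1. Those flow cytometry data were not used here.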

We also noticed that *Gata3*-GFP^+^ ECs were generally more quiescent than HCs, suggesting that HECs may exit the cell cycle to undergo the massive morphological changes required for their transition into HCs, with emerging HCs then starting to proliferate to expand the pre-HSC pool, as reported by others (Batsivari et al., 2017; Oatley et al., 2020; Rybtsov et al., 2016). Interestingly, an upregulation of *RUNX1C*, which is normally upregulated toward the end of EHT, has been associated with an exit from the cell cycle in undifferentiated human pluripotent stem cells (Fidanza et al., 2017). These cells, in which *RUNX1* was activated via dCAS9 promoter targeting (UniSam system) also had higher levels of *GATA3* (Figure 3I). This not only confirms the association of *Gata3* expression with a more quiescent state in different models and species, but may also point to a direct link between these two EHT-associated genes.

### GATA3 function in ECs is required for normal HSPC numbers

To confirm a functional role for GATA3 in the EHT, we crossed a conditional *Gata3* knockout line (Zhu et al., 2004) with a VEC-Cre line (Chen et al., 2009) to delete *Gata3* specifically within the endothelial lineage and its derivatives and assessed how this affected HSPC numbers in the AGM (Figure 4A). Heterozygous and homozygous deletion of *Gata3* significantly reduced progenitor numbers at both E10.5 and E11.5, demonstrating that EC-specific *Gata3* expression is required for HSPC formation and that this is dose dependent (Figures 4B and 4C). A complete knockout of *Gata3* resulted in a very similar reduction of progenitors, showing that it is the expression of *Gata3* in ECs that is important in this context (Figures S4A and S4B). We had previously reported that explant-culturing of AGMs rescued the HSC defect in *Gata3*^*+/−*^ embryos (Fitch et al., 2012). To see if that could also rescue the progenitor defect, we added a 3-day explant culture step. Progenitor numbers in VEC-Cre+ *Gata3*^*+/−*^ AGMs recovered slightly, as there was now a statistically significant difference between heterozygous and homozygous knockout AGMs (Figures 4D and 4E). This was also the case with germline-deleted embryos (Figures S4C and S4D). A substantial number of progenitors remain in AGMs where both copies of *Gata3* were deleted from ECs (Figures 4B–4E); however, genotyping of individual colonies revealed that seven of 20 progenitors had escaped deletion (Figure S4E). This suggests that the effect on progenitors shown here is likely an underestimate, although germline-deleted embryos also retained some GATA3-independent progenitors (Figures S4A–S4D).

**Figure 4:**
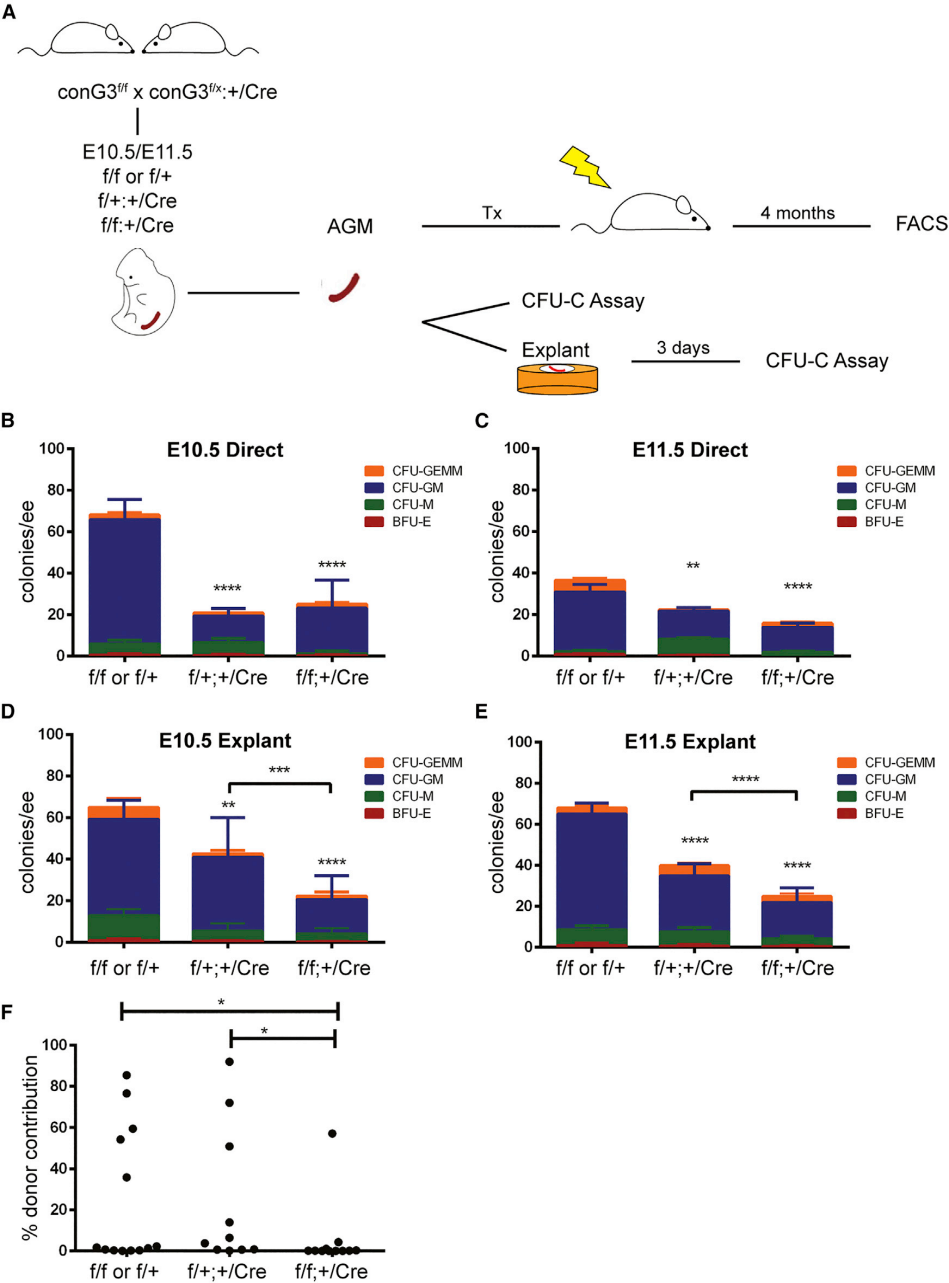
GATA3 function in endothelial cells is required for normal HSPC numbers (A–E) Outline of experiments performed with EC-specific (VEC-Cre) *Gata3* knockout embryos. Colony numbers obtained with E10.5 (B) and E11.5 (C) uncultured AGMs of the indicated genotypes. Colony numbers obtained with E10.5 (D) and E11.5 (E) AGMs of the indicated genotypes after explant culture. n = 3–4, one embryo per replicate. ^∗∗^p < 0.01; ^∗∗∗^p < 0.001; ^∗∗∗∗^p < 0.0001; two-way ANOVA. (F) Percent donor contribution 4 months post-transplant with E11.5 AGM cells of the indicated genotypes. f/f or f/+ n = 13, f/+:+/Cre n = 10, f/f:+/Cre n = 11, one ee per recipient. ^∗^p < 0.05; Mann-Whitney test. See also Figure S4.

AGMs were also transplanted to determine the effect of endothelial-specific *Gata3* deletion on HSC numbers. Repopulation activity was significantly reduced in homozygous knockout AGMs, demonstrating that *Gata3* expression in the aortic endothelium is required for HSC generation (Figure 4F).

## Discussion

This newly described cell-intrinsic role of GATA3 in the EHT adds another facet to the complex way in which GATA3 promotes HSC production in the AGM. We have previously demonstrated that GATA3 is expressed in two AGM niche compartments, the SNS (Fitch et al., 2012) and the sub-aortic mesenchyme (Fitch et al., 2020), from where it also supports emerging HSCs. The relative contribution to AGM hematopoiesis of GATA3 in these three different compartments requires further dissection, although its role in HECs is likely to be dominant as the effect of the EC-specific knockout on HSPC numbers closely mirrors that of the germline knockout (Fitch et al., 2012, and this manuscript). Yet, this defect was rescued through the administration of catecholamine derivatives (Fitch et al., 2012), which could be explained by the fact that HSC production in *Gata3*-null AGMs is not entirely disrupted, with the remaining HSC activity being amplified through catecholamine addition. The function of GATA3 in HECs is also likely to temporally precede its role in supporting HSCs via catecholamine production. As we show here, *Gata3* is already expressed at E9.5 in pro-HSCs, while the maturation of neural crest cells into catecholamine-secreting SNS cells only commences from E10.5. Furthermore, we have previously unveiled a reduction in HECs and intra-aortic cluster formation in the absence of GATA3 (Fitch et al., 2012), suggesting a role for GATA3 at the early stages of EHT initiation.

Another interesting question is the relationship of GATA3 with the other two major regulators of HSC emergence, GATA2 and RUNX1. We showed that GATA3 is required for *Gata2* expression in the SNS, but not in the endothelium, and the expression of *Runx1* in the AGM is reduced by half in *Gata3*-null embryos (Fitch et al., 2012, 2020); however, deletion of RUNX1 and GATA2 from ECs has a much more profound negative impact on HSPC numbers (Chen et al., 2009; de Pater et al., 2013). Data from a recent single-cell RNA-seq (scRNA-seq) analysis of aortic EC subpopulations show an earlier upregulation of *Gata3* in arterial ECs as compared with *Runx1*, *Gata2,* and *Gfi1* (Hou et al., 2020). Instead, it seems to closely mirror the expression pattern of *Hey2*, *Sox7,* and *Sox17*, which need to be downregulated for HSCs to mature (Lizama et al., 2015). This expression pattern of *Gata3* is conserved in humans (Calvanese et al., 2022).

*Gata3* has been shown to be expressed in adult quiescent LT-HSCs where it regulates their entry into the cell cycle (Frelin et al., 2013; Ku et al., 2012). scRNA-seq datasets from mouse embryos and human PSCs revealed that EC and HEC are more quiescent, but enter the cell cycle at the end of the EHT process (Canu et al., 2020; Fadlullah et al., 2022; Oatley et al., 2020; Zeng et al., 2019). The subsequent increase in cycling as HSC precursors mature is also supported by data from a cell cycle reporter mouse (Batsivari et al., 2017) and coincides with the stage at which *Gata3* becomes downregulated. Importantly, when cell cycle progression of PSC-derived ECs was chemically blocked, these cells could no longer generate HSPCs, implying that cell cycle entry is required to complete EHT. Taking all of these data into account, GATA3 may thus keep ECs/HECs quiescent while they undergo the major morphological changes required for the transdifferentiation into HCs, and then, in analogy to its reported role in adult HSCs, may promote their re-entry into the cell cycle for completion of the EHT.

## Experimental procedures

### Mice

All animal work was carried out under a UK Home Office-approved license and following local ethical approval. Males and females of *Gata3-LacZ* knockin mice (van Doorninck et al., 1999), *Gata3-GFP* knockin mice (Grote et al., 2006), conditional *Gata3* knockout mice (Zhu et al., 2004), *p57Kip2* knockout mice (Zhang et al., 1997), VEC-Cre transgenic mice (Chen et al., 2009), and C57BL/6J mice were crossed to obtain embryos of the desired stage and genotype. The day of vaginal plug detection was considered as E0.5. The developmental stage of embryos was specified by either counting somite pairs (E9.5–E10.5) or by eye pigmentation (E11.5). Embryos smaller than their littermates or lacking a heartbeat were excluded.

### AGM explant cultures

AGMs were dissected and cultured on Durapore filters (Millipore) on M5300 long-term culture medium (Stem Cell Technologies) supplemented with 10^−6^ M hydrocortisone (Sigma). After 3 days, AGMs were dissociated with 0.125% collagenase (Alfa Aesar).

### OP9 co-cultures

These were carried out according to Swiers et al. (2013), with further details provided in the supplemental experimental procedures.

### Co-aggregation cultures

AGM cells from E9.5–11.5 embryos were sorted and co-aggregated as one ee with OP9 cells according to Rybtsov et al. (2011). Cultured aggregates were dissociated using collagenase and either analyzed by flow cytometry or transplanted into irradiated mouse recipients.

### Colony-forming assays

Dissociated AGM cells were plated in triplicate (65,000 cells/plate) in methylcellulose (M3434; Stem Cell Technologies), incubated at 37°C, and colonies scored 7 days later.

To detect *Gata3* deletion by VEC-Cre, individual colonies were picked and analyzed by PCR, using the following primers: forward, CAGTCTCTGGTATTGATCTGCTTCTT; and reverse, GTGCAGCAGAGCAGGAAACTCTCAC.

### Transplantations

Single-cell suspensions were injected intravenously into irradiated (split dose of 460–475 rad, Cesium source) recipients together with 2 × 10^5^ spleen cells (for direct transplantations) or 2 × 10^4^ bone marrow cells (for co-aggregates). Recipients were CD45.1/.2 or CD45.1/.1 and the donors were CD45.2/.2 on a C57BL6J background. Recipient blood was analyzed at 1 and 4 months post-transplantation.

### Flow cytometry

Antibody stainings were performed 30 min on ice in the dark, with further details on antibodies, controls, and equipment provided in the supplemental experimental procedures.

For cell cycle analysis, sorted cells were incubated for 1 min at room temperature 1:1 with DAPI staining solution (5 μg/mL DAPI [Sigma] and 1% [v/v] Nonidet P40 [Sigma] in dH2O) and analyzed on an LSRFortessa (BD Bioscience).

### Immunohistochemistry

Cryosections were prepared and stained as described previously (Fitch et al., 2012), with further details provided in the supplemental experimental procedures.

### X-gal staining

*Gata3*^*lz/+*^ embryos were fixed for 1 h with PBS/10% Formal Saline/0.2% Glutaraldehyde/2 mM MgCl2/5 mM EGTA/0.02% NP40 at 4°C and stained overnight at room temperature with 5 mM K3Fe(CN)6/5 mM K4Fe(CN)6/2 mM MgCl2/0.01% Nadeoxycholate/0.02% NP40/0.1% X-gal (all in PBS). Stained embryos were cryopreserved and sectioned as above and sections counterstained with Neutral Red.

### Endogenous gene activation in human iPSCs

Human iPSCs were cultured and transfected with the *RUNX1C*-activating UniSAM system as described previously (Fidanza et al., 2017), with experimental details and qPCR primers provided in the supplemental experimental procedures.

### RNA sequencing

Libraries for RNA-seq were prepared according to the protocol by Picelli et al. (2014). Cells were initially sorted from three to five biological replicates into tubes based on their populations: *Gata3*-GFP^+^ EC, *Gata3*-GFP^−^ EC, *Gata3*-GFP^+^ HC and *Gata3*-GFP^−^ HC. Each population was then sorted again into a 96-well plate, 20 cells/well (20 pools per population), containing 2.3 μL of lysis buffer (0.2% RNase inhibitor [Ambion, Thermo Fisher Scientific] in Triton X-100 [Sigma]). Details on the reverse transcription, PCR pre-amplification, library preparation steps and data analysis are provided in the supplemental experimental procedures.

### Statistical analysis

Graph preparations and statistical analysis were performed using GraphPad Prism. The Mann-Whitney test was used for transplantation experiments, paired t test for colony-forming assay following OP9 co-culture and co-aggregates, and two-way ANOVA test for colony-forming assays.

### Data and code availability

The data have been deposited in NCBI’s Gene Expression Omnibus (GEO) repository under accession number GSE114926.

## Author contributions

N.Z. performed and designed most experiments; E.D. and R.H. performed bioinformatics analyses; N.K.W. and B.G. provided advice and assistance with the scRNA-seq experiment; L.N. and A.F. performed experiments; L.M.F. provided important reagents; K.O. conceived and supervised the study and wrote the manuscript.

# Supplementary material for: Endothelial-specific Gata3 expression is required for hematopoietic stem cell generation
**Source:** Stem Cell Reports. 2022 Jul 28;17(8):1788–98. doi: 10.1016/j.stemcr.2022.06.008
**Supplement:** Document S1. Figures S1–S4 and supplemental experimental procedures

**Stem Cell Reports, Volume 17**

## **Supplemental Information**

### **Endothelial-specific Gata3 expression is required for hematopoietic stem cell generation**

**Nada Zaidan, Leslie Nitsche, Evangelia Diamanti, Rebecca Hannah, Antonella Fidanza, Nicola K. Wilson, Lesley M. Forrester, Berthold Göttgens, and Katrin Ottersbach**

**Supplemental Figures**

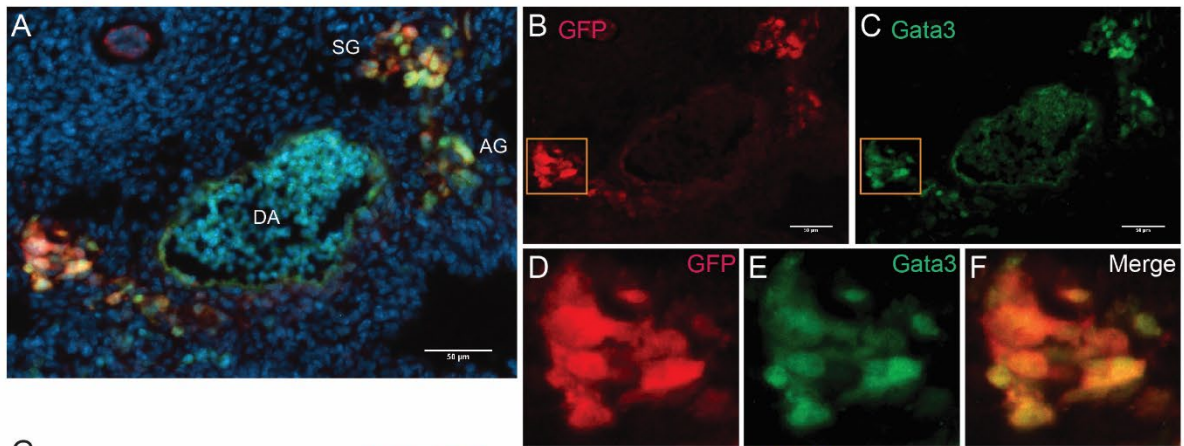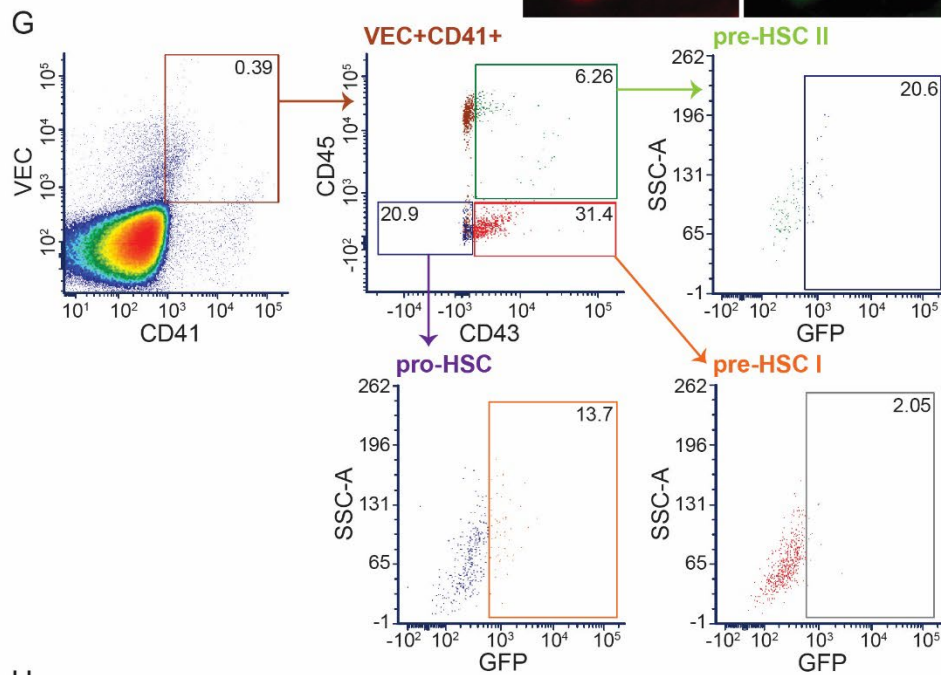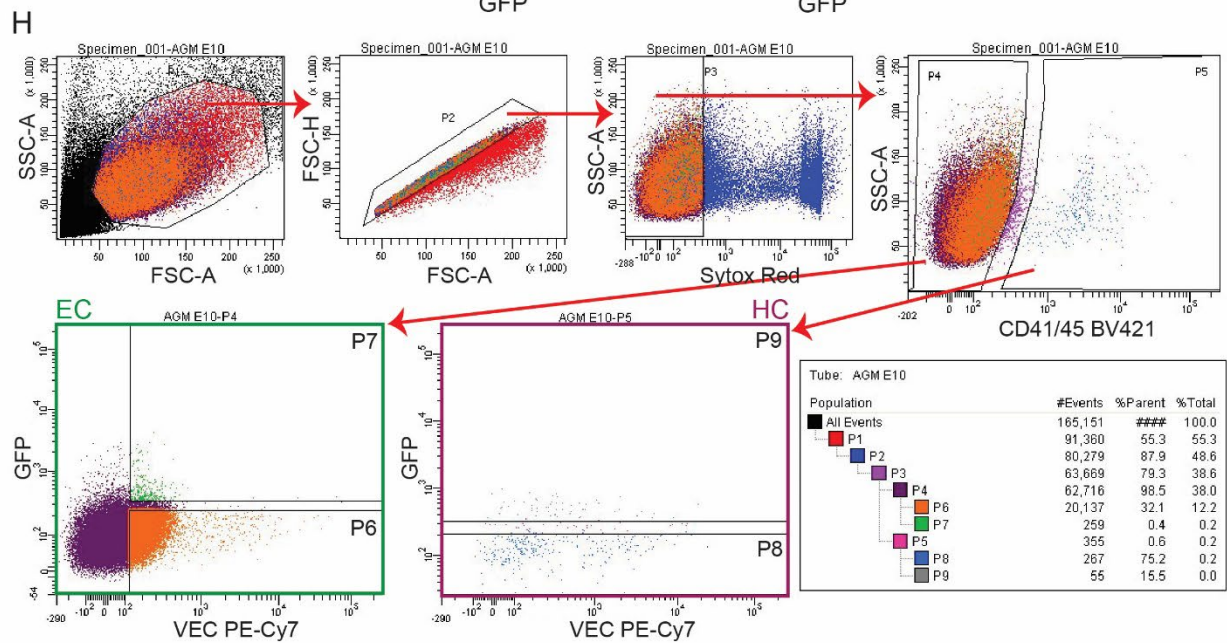

Average cell number per embryo

**EC**  
 Gata3-GFP+ 60.8  
 Gata3-GFP- 1507.7

**HC**  
 Gata3-GFP+ 38.7  
 Gata3-GFP- 1168.7

**Figure S1 *Gata3*-GFP expression mirrors that of endogenous GATA3 protein and is expressed in HSC precursors – related to Figure 1 and 2**

Cryosection from a *Gata3*-GFP+ E11.5 embryo showing the co-staining between GATA3 (green) and GFP (red) with DAPI as nuclear stain in blue. **(A)** merged image, **(B)** antibody to GFP, **(C)** antibody to GATA3. **(D-F)** Magnification of area indicated by yellow box in B and C demonstrating co-staining between GATA3 and GFP. DA: dorsal aorta, AG: adrenal anlage, SG: sympathetic ganglia. **(G)** Flow cytometry gating strategy for detecting *Gata3*-GFP expression in pro-HSCs (VEC+CD41+CD43-CD45-), pre-HSC I (VEC+CD41+CD43+CD45-) and pre-HSC II (VEC+CD41+CD43+CD45+). **(H)** Gating strategy for flow cytometry sorting of *Gata3*-GFP+/- ECs (VEC+ CD41/45-) and HCs (CD41/45+) for the CFU-C assays (Fig.1E) and the co-culture experiments (Fig. 2A). Average number of cells per embryo are stated underneath.

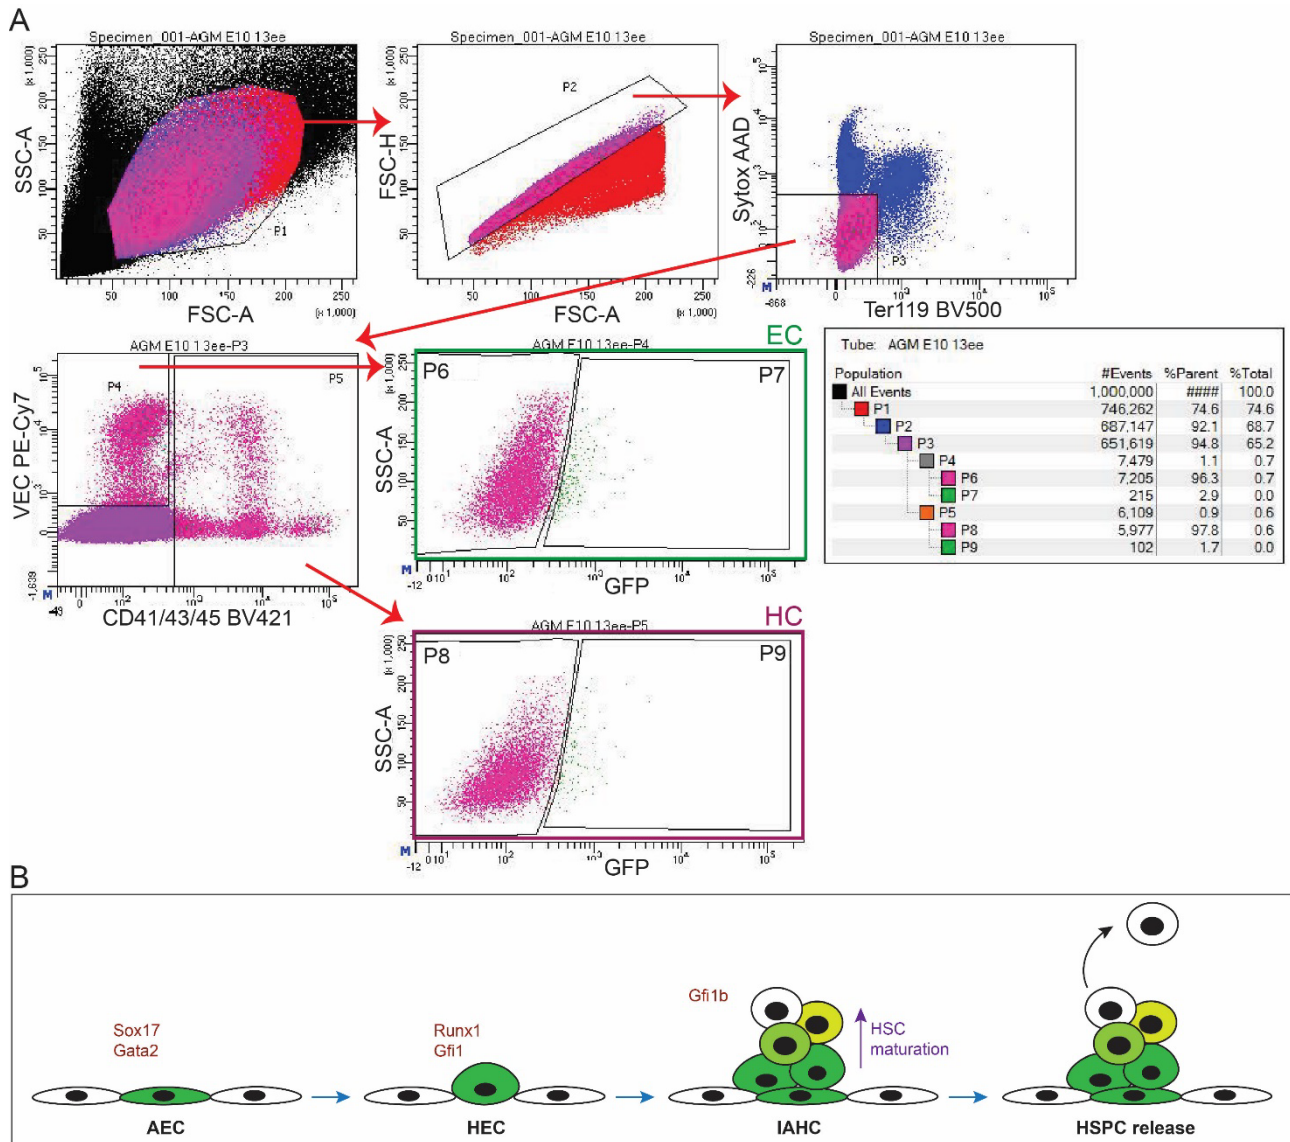

**Figure S2 *Gata3*-GFP<sup>+</sup>/<sup>-</sup> EC and HC sorting strategy – related to Figure 2 and 3**

(A) Gating strategy for flow cytometry sorting of *Gata3*-GFP<sup>+</sup>/<sup>-</sup> ECs (VEC<sup>+</sup> CD41/43/45<sup>-</sup> Ter119<sup>-</sup>) and HCs (CD41/43/45<sup>+</sup> Ter119<sup>-</sup>) for the co-aggregate experiments in Figure 2J. (B) Schematic diagram of *Gata3* expression (green) during the endothelial-to-hematopoietic transition, with upregulation of other key transcription factors indicated in red. *Gata3* is expressed in arterial endothelial cells (AEC), in which a hematopoietic transcriptional program is then switched on as they become hemogenic endothelial cells (HEC). These then mature into hematopoietic stem and progenitor cells (HSPC) inside intra-aortic hematopoietic clusters (IAHC) via pro-HSC, pre-HSC I and pre-HSC II stages, during which *Gata3* is downregulated until it is no longer expressed in HSPCs released into the circulation.

## Upregulated genes

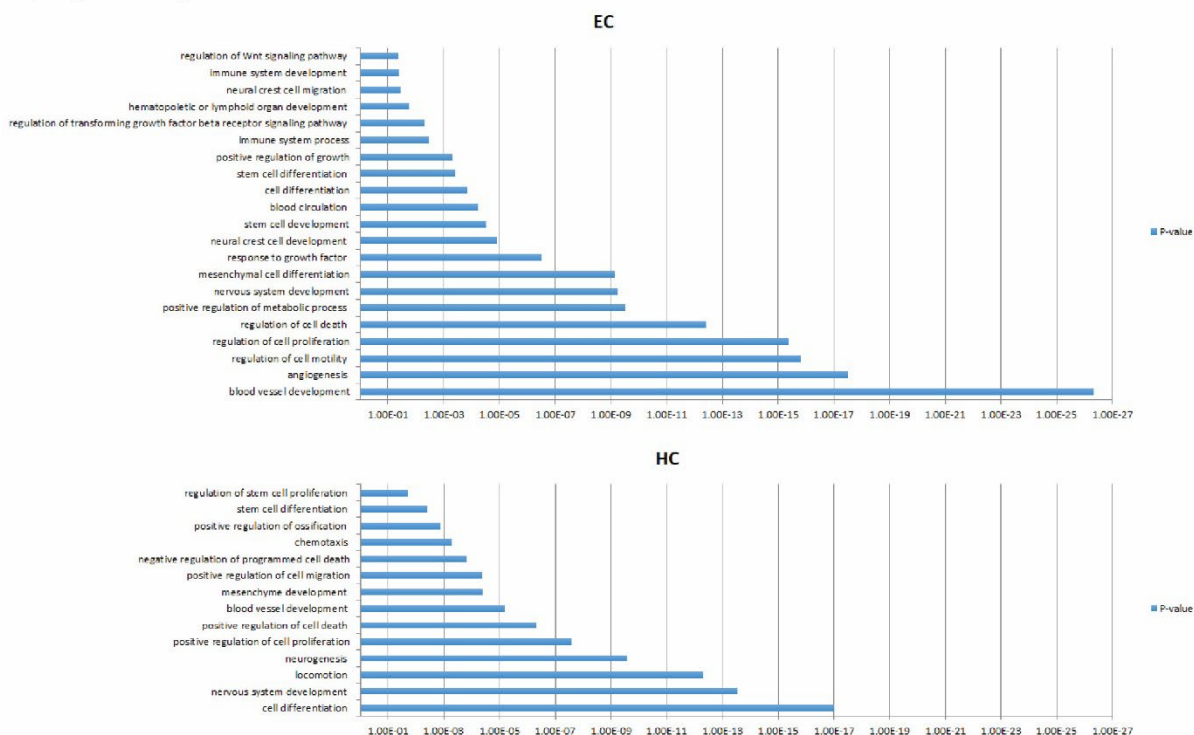

## Downregulated genes

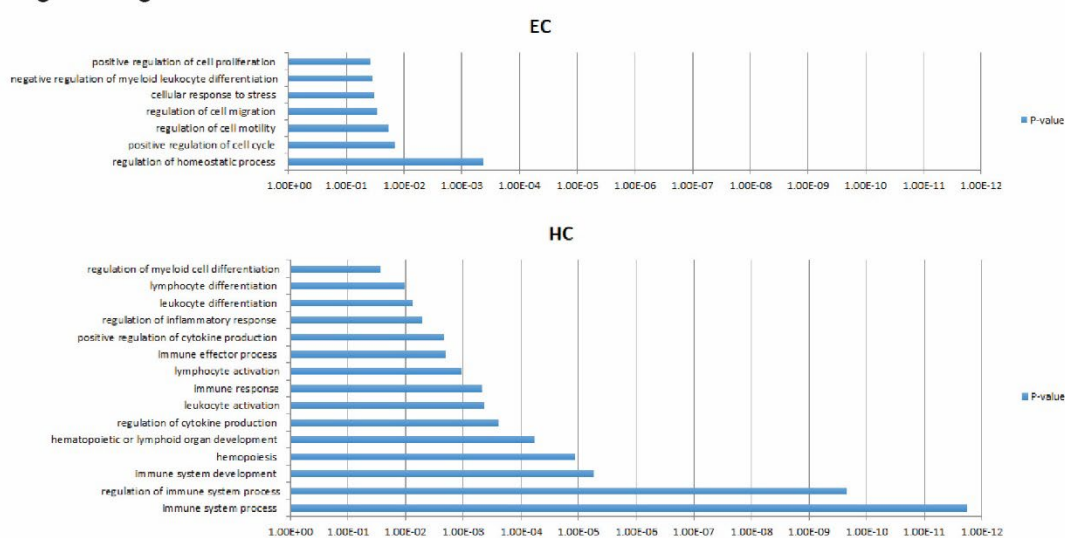

**Figure S3 Gene ontology terms enriched in differentially expressed genes – related to Figure 3**

GO terms significantly enriched amongst the genes upregulated and downregulated in *Gata3*-GFP+ ECs and HCs.

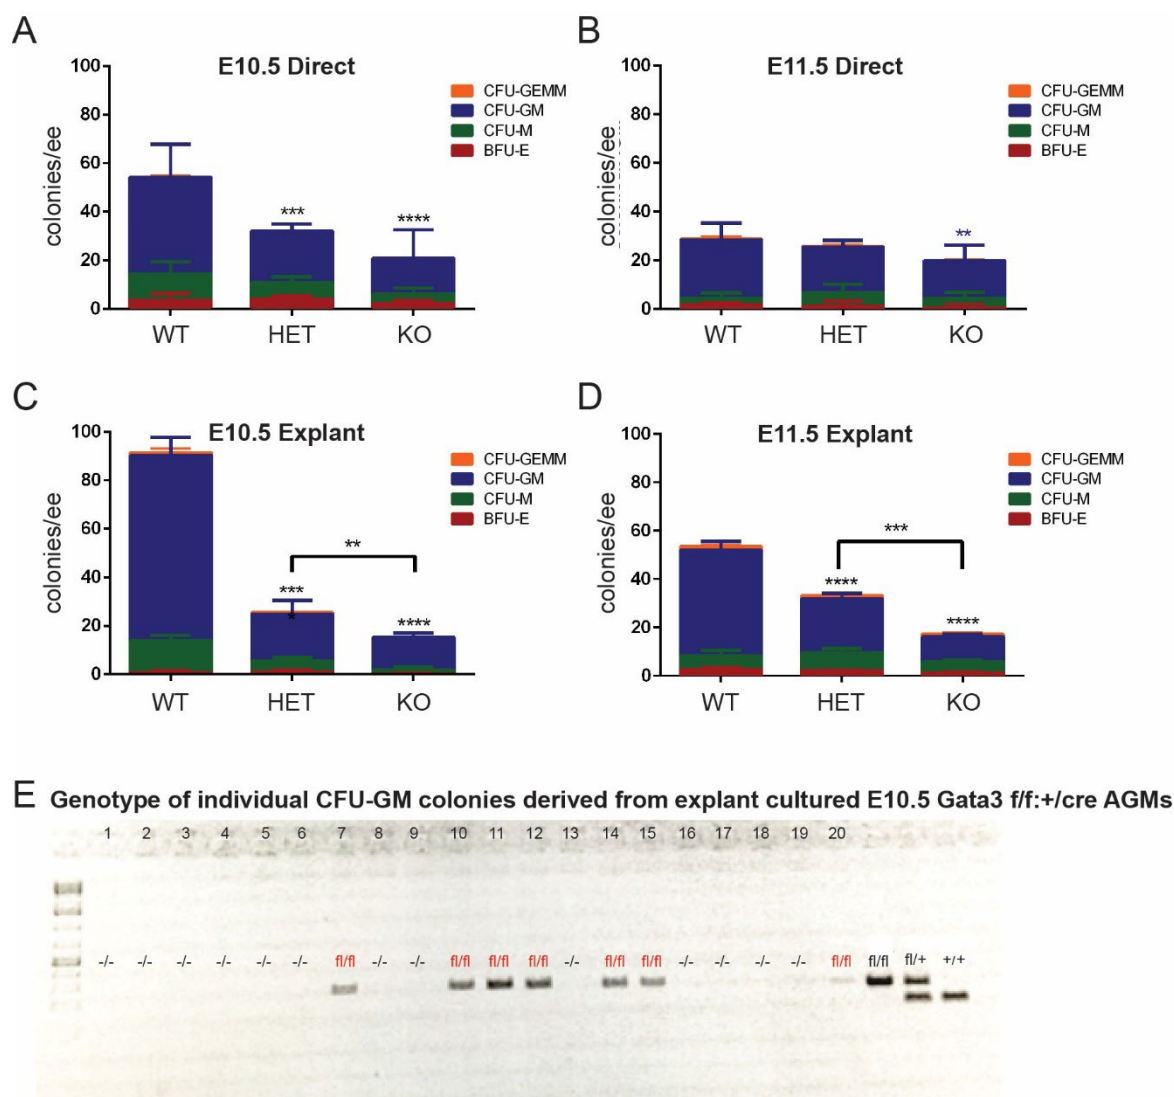

**Figure S4 Colony-forming assays with *Gata3* germline-deleted AGMs – related to Figure 4**

CFU-C assays of *Gata3*<sup>+/+</sup> (WT), *Gata3*<sup>+/-</sup> (HET) and *Gata3*<sup>-/-</sup> (KO) uncultured E10.5 (A) and E11.5 (B) AGM cells and following 3 days of explant culture of E10.5 (C) and E11.5 (D) AGMs. Results are from 3-4 independent experiments (n=3-4, 1 embryo per replicate). \*\* p<0.01; \*\*\* p<0.001; \*\*\*\* p<0.0001; Two-way ANOVA. (E) Gel electrophoresis result from the genotyping of 20 individual CFU-GM colonies picked from methylcellulose plates seeded with cells from *Gata3*-fl/fl; VEC-Cre<sup>+</sup> AGMs cultured as explants, demonstrating that some cells retained the floxed allele (highlighted in red) and therefore had escaped recombination and deletion of *Gata3*. n=20.

**Supplemental Table S1**

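Table S1 lists, for ECs and for HCs, the genes that the authors' test called upregulated or downregulated in *Gata3*-GFP+ against *Gata3*-GFP- pools, and in further columns the genes that both lists share. The column of shared upregulated genes holds the paper's 172 genes, and 160 gene identifiers occur in both upregulated lists. The column of shared downregulated genes holds 7, and 7 identifiers occur in both lists. Of the listed downregulated genes in HCs, 232 were tested here and 232 were lower in *Gata3*-GFP+ pools, 221 of them past the threshold by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The smallest log2 fold change of a listed gene was 0.99 in size for upregulated genes in ECs, and 0.95 and 1.05 for upregulated and downregulated genes in HCs.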

Differentially expressed genes in *Gata3*-GFP+/- hematopoietic (HC) and endothelial (EC) cells. Supplied as a separate Excel spreadsheet.

## **Supplemental Experimental Procedures**

### **OP9 co-cultures**

These were carried out according to Swiers et al., 2013, with further details provided in the Supplemental Experimental Procedures. OP9 cells were maintained in  $\alpha$ MEM (Gibco) with 20% heat deactivated FCS (Hyclone) and 0.22% sodium bicarbonate (Gibco) at 37°C with 5% CO<sub>2</sub>. 24h prior to the start of the co-cultures, cells were plated in  $\alpha$ MEM with 10% FCS and 0.01% of 2-mercaptoethanol. Sorted hematopoietic and endothelial cell populations were plated on confluent OP9 stroma. Cultures were supplemented with SCF, FLTe3 ligand and IL7 at 10ng/ml (all from Pepro-Tech) and incubated for 8–10 days at 37°C, 5% CO<sub>2</sub>. Hematopoietic output was assessed by CFU-C and flow cytometry.

### **Flow cytometry**

Antibody stainings were performed 30min on ice in the dark, using the following antibodies: CD41-BV421 (1:100; Biolegend; cat# 133911), CD45-BV421 (1:100; Biolegend; cat# 103133), CD45-APC-Cy7 (1:100; BD Bioscience; cat# 561037), CD45-A700 (1:50; Biolegend; cat# 103128), CD45.1-PE (1:200; eBioscience; cat# 12-0453-82), CD45.2-A700 (1:200; Biolegend; cat# 109821), CD43-BV421 (1:100; BD Bioscience; cat# 752957), Ter119-V500 (1:100; BD Bioscience; cat# 562120), VEC-PE-Cy7 (1:100; Biolegend; cat# 138016), VEC-AF647 (1:100; BD Bioscience; cat# 562242), CD11b-PB (1:200; Biolegend; cat# 101224) and Gr1-PB (1:200; Biolegend; cat# 108429). Peripheral blood samples from transplant recipients were pre-treated with Red Cell Lysis buffer (BD Bioscience). Dead cells were excluded via 7-aminoactinomycin D staining 1:1000 (7AAD, Invitrogen) or Sytox AAD (1:5000) (Invitrogen). All experiments included the following controls: unstained cells, single stained samples and fluorescent minus one (FMO) controls. Cells were analyzed using LSRFortessa (BD Bioscience) or sorted using MoFlo (Beckman Coulter), ARIA (BD Bioscience), or Fusion (BD Bioscience) and data analyzed with the FlowJo software (BD Bioscience).

### **Immunohistochemistry**

Embryos were fixed in 2% paraformaldehyde (Sigma) in PBS for 1.5h at 4°C, cryoprotected overnight in 30% sucrose/PBS at 4°C and embedded in OCT TissueTek. 10 $\mu$ m sections were prepared on a cryostat (Leica, CM3050 S).

For antibody staining, either an Avidin/biotin system or fluorescent-labelled secondary antibodies were used. Cryosections were blocked with 200 $\mu$ l of PBS/0.05% Tween/1% BSA, containing Avidin/biotin block where appropriate, and incubated with primary antibody for 24 hours at 4°C in the dark. The next day, the slides were incubated with secondary antibody or fluorescently labelled streptavidin for 45min at room temperature in the dark and then mounted with Vectashield containing DAPI (Vectorlabs). The following

antibodies were used: TH (mouse; 1:300; Millipore; cat# MAB318), GFP (chicken; 1:400; Thermofisher; cat# 600-901-215), GFP (rabbit; 1:500; Life Technologies; cat# A11122), CD34-FITC (rat; BD Bioscience; 1:100; cat# 560238), Gata3 (goat; 1:300; BD Bioscience; cat# AF2605), anti-chicken-Alexa647 (1:500; Jackson ImmunoResearch; cat# 703-605-155), anti-mouse-Alexa546 (1:200; Life Technologies; cat# A10036), anti-rabbit-Alexa647 (1:200; Life Technologies, cat# A31573), anti-rabbit-Alexa555 (1:500; Life Technologies; cat# A31572), and anti-goat CF 633 (1:200; Sigma; cat# SAB4600128). Images were acquired on a Leica SP8 confocal microscope and analyzed with Leica Las X software.

### **Endogenous gene activation in human iPSCs**

Human iPSCs were cultured in StemPro hESC SFM (Gibco) supplemented with 20ng/ml bFGF (R&D) on CELLstart (Gibco) coated wells. Single cell suspension was obtained using Accutase (Gibco) and  $3 \times 10^5$  cells were reverse transfected with 2µg of UniSAM DNA using the Xfect Transfection reagent (Clontech) and plated into a coated 6 well plate. Each well was transfected with the PB-UniSAM plasmid (Addgene 99866 (Fidanza et al., 2017) containing either one of the four gRNAs against *RUNX1C* promoter (Fidanza et al., 2017)), which results in activation and upregulation of *RUNX1C*, or no guide (Empty vector control). Total RNA was extracted using the RNAeasy Mini Kit (Qiagen) 2 days post transfection and cDNA synthesized using the High-Capacity cDNA synthesis Kit (Applied Biosystem). Gene expression analysis was performed in triplicate using the LightCycler 384 (Roche) with SYBR Green Master Mix II (Roche),  $\beta$ -Actin was used as reference genes. Gene activation values were calculated as fold change relative to the empty vector control group. The following primers were used: *RUNX1C\_fw* agcctggcagtgctcagaagt, *RUNX1C\_rv* gggactcaatgattcttttacca, *GATA3\_fw* gctcttcgctaccaggtg, *GATA3\_rv* gtaaaaaggggcgacgactc, *ACTB\_fw* ccaaccgcgagaagatga, *ACTB\_rv* ccagaggcgtacagggatag.

### **RNA Sequencing**

#### *Reverse transcription*

For the reverse transcription step, 2µl of annealing mix (5% ERCC RNA spike-In Mix (pre-diluted at 1:25,000; Invitrogen), 5% Oligo-dT (5'-AAGCAGTGGTATCAACGCAGAGTACT30VN-3'; 100µM; biomers.net), 50% dNTP 10mM (Fermentas) and 40% distilled water) were added to each well and the plates incubated at 72°C for 3min and immediately placed on ice. 5.7µl of reverse transcription mixture (0.5µl Superscript II RT (200 U/µl; Invitrogen), 0.25µl RNase inhibitor (20 U/µl), 2µl 5x Superscript II First Strand Buffer (Invitrogen), 0.5µl DTT (Invitrogen), 2µl 100µM Betaine (Sigma), 0.06µl 1M MgCl<sub>2</sub> (Ambion), 0.1µl TSO Oligo (5'-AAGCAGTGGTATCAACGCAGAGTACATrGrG+G-3'; 100µM; Exiqon) and 0.29µl distilled water) were added and the plate placed in a PCR cycler: 42°C for 90min, 10 cycles of: 50°C for 2min, 42°C for 2min, then at the end 70°C for 15min.

### *PCR Pre-amplification*

For the PCR Amplification, 15µl of the PCR mixture were added per well, consisting of 12.5µl KAPA HiFi Hotstart ReadyMix (2x; KAPA Biosystems), 0.25µl ISPCR primer (5'-AAGCAGTGGTATCAACGCAGAGT-3'; 10µM; biomers.net) and 2.25µl distilled water. The reactions were run at 98°C for 3min, 21 cycles of: 98°C for 20sec, 67°C for 15sec, 72°C for 6min, and 72°C for 5min at the end.

Ampure XP beads (Beckman Coulter) were used for PCR clean up. The size distribution of the cDNA library was checked on an Agilent high-sensitivity DNA chip (Agilent Technologies), according to the manufacturer instructions.

### *Sequencing library preparation*

Tagmentation was carried out using the Illumina Nextera XT DNA sample preparation kit (Illumina) according to an optimized Tagmentation protocol (Fluidigm). Index Primers 1 (N701-N712) and 2 (S501-S508) at a ratio of 12.5% (each) were combined that each well was uniquely labelled and dual-indexing metadata could be obtained (Nextera XT 96-Index kit; Illumina). Following PCR amplification, libraries were pooled and cleaned up with Ampure XP beads. The library size distribution was checked on an Agilent high-sensitivity DNA chip and the library quantified using the KAPA library quantification kit (KAPA Biosystems). Pooled libraries were sequenced on an Illumina Hi-Seq 4000 (Sanger, Cambridge), as single-end 125 base pair reads.

### *Sequencing data analysis*

The data were aligned using STAR (Dobin et al., 2013) to Ensembl genome build 81 (Zerbino et al., 2018), with gene counts obtained using HT-Seq (Anders et al., 2015). Quality control filtering and normalization was performed in R. More than 500,000 reads uniquely mapped (either to ERCC spike-ins or endogenous mRNA), with more than 20% of total reads mapped to mRNA, less than 20% of mapped reads allocated to mitochondrial genes, less than 20% of reads mapped to ERCC spike-ins and more than 8000 high coverage genes. Cells were normalized with Scraper (Lun et al., 2016) and highly variable genes identified estimating technical variance with the ERCC spike-ins (Brennecke et al., 2013). In-house programs in R were used for PCA and t-distributed Stochastic Neighbor Embedding (t-SNE) dimensionality reduction. Genes differentially expressed between cell types and Gata3 expression groups were identified using the rank\_genes\_groups function with the t-test\_overestim\_var method. P-values were adjusted using the benjamini-hochberg procedure, and genes with adjusted p-value < 0.01 considered as significant.

Gene Ontology (GO) analysis was performed using the Gene Ontology Consortium Enrichment Analysis, which utilizes PANTHER Classification System for biological processes in *mus musculus*.

### Supplemental References

- Anders, S., Pyl, P.T., and Huber, W. (2015). HTSeq--a Python framework to work with high-throughput sequencing data. *Bioinformatics* 31, 166-169.
- Brennecke, P., Anders, S., Kim, J.K., Kolodziejczyk, A.A., Zhang, X., Proserpio, V., Baying, B., Benes, V., Teichmann, S.A., Marioni, J.C., *et al.* (2013). Accounting for technical noise in single-cell RNA-seq experiments. *Nat Methods* 10, 1093-1095.
- Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M., and Gingeras, T.R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29, 15-21.
- Fidanza, A., Lopez-Yrigoyen, M., Romano, N., Jones, R., Taylor, A.H., and Forrester, L.M. (2017). An all-in-one UniSam vector system for efficient gene activation. *Sci Rep* 7, 6394.
- Lun, A.T., Bach, K., and Marioni, J.C. (2016). Pooling across cells to normalize single-cell RNA sequencing data with many zero counts. *Genome Biol* 17, 75.
- Picelli, S., Faridani, O.R., Bjorklund, A.K., Winberg, G., Sagasser, S., and Sandberg, R. (2014). Full-length RNA-seq from single cells using Smart-seq2. *Nat Protoc* 9, 171-181.
- Swiers, G., Baumann, C., O'Rourke, J., Giannoulatou, E., Taylor, S., Joshi, A., Moignard, V., Pina, C., Bee, T., Kokkaliaris, K.D., *et al.* (2013). Early dynamic fate changes in haemogenic endothelium characterized at the single-cell level. *Nat Commun* 4, 2924.
- Zerbino, D.R., Achuthan, P., Akanni, W., Amode, M.R., Barrell, D., Bhai, J., Billis, K., Cummins, C., Gall, A., Giron, C.G., *et al.* (2018). Ensembl 2018. *Nucleic Acids Res* 46, D754-D761.

# Supplementary material for: Endothelial-specific Gata3 expression is required for hematopoietic stem cell generation
**Source:** Stem Cell Reports. 2022 Jul 28;17(8):1788–98. doi: 10.1016/j.stemcr.2022.06.008
**Supplement:** Document S2. Article plus supplemental information

# Endothelial-specific *Gata3* expression is required for hematopoietic stem cell generation

Nada Zaidan,<sup>1,2,3</sup> Leslie Nitsche,<sup>1</sup> Evangelia Diamanti,<sup>2</sup> Rebecca Hannah,<sup>2</sup> Antonella Fidanza,<sup>1</sup> Nicola K. Wilson,<sup>2</sup> Lesley M. Forrester,<sup>1</sup> Berthold Göttgens,<sup>2</sup> and Katrin Ottersbach<sup>1,\*</sup>

<https://doi.org/10.1016/j.stemcr.2022.06.008>

## SUMMARY

To generate sufficient numbers of transplantable hematopoietic stem cells (HSCs) *in vitro*, a detailed understanding of how this process takes place *in vivo* is essential. The endothelial-to-hematopoietic transition (EHT), which culminates in the production of the first HSCs, is a highly complex process during which key regulators are switched on and off at precise moments, and that is embedded into a myriad of microenvironmental signals from surrounding cells and tissues. We have previously demonstrated an HSC-supportive function for GATA3 within the sympathetic nervous system and the sub-aortic mesenchyme, but show here that it also plays a cell-intrinsic role during the EHT. It is expressed in hemogenic endothelial cells and early HSC precursors, where its expression correlates with a more quiescent state. Importantly, endothelial-specific deletion of *Gata3* shows that it is functionally required for these cells to mature into HSCs, placing GATA3 at the core of the EHT regulatory network.

## INTRODUCTION

The generation of the first transplantable hematopoietic stem cells (HSCs) initiates in the dorsal aorta of the aorta-gonad-mesonephros (AGM) region at embryonic day 10.5 (E10.5) in mouse embryos (de Bruijn et al., 2000; Medvinsky and Dzierzak, 1996). It involves activating a hematopoietic transcriptional program in a subset of endothelial cells (ECs), as a result of a number of internal and external signals, which drives these cells to adopting a hematopoietic fate (Ottersbach, 2019). These so-called hemogenic endothelial cells (HECs) undergo major morphological changes, resulting in the appearance of intra-aortic cell clusters in which HECs further mature from pro-HSCs to type I and type II pre-HSCs, before becoming fully mature HSCs (Rybtsov et al., 2014). While it is known that the two transcription factors RUNX1 and GATA2 are essential for the endothelial-to-hematopoietic transition (EHT) (Chen et al., 2009; de Pater et al., 2013), it is clear that they do not act alone. For example, SOX17 is required upstream for arterial fate and HEC specification (Clarke et al., 2013; Corada et al., 2013), while GFI1 and GFI1B are downstream targets of RUNX1, necessary for EHT completion (Thambyrajah et al., 2016). How all of these transcription factors interact and whether they form multi-component complexes, however, remains unknown.

In this study, we reveal the transcription factor GATA3 as another important regulator of the EHT. Its expression is upregulated in HECs and early HSC precursors, thereby enriching for hemogenic potential, but is downregulated

before fully mature HSCs are formed. Through RNA sequencing (RNA-seq) analysis, we show co-expression of *Gata3* with many important EHT regulators and have been able to link *Gata3* expression with a more quiescent cell state. Importantly, endothelial-specific deletion of *Gata3* significantly reduces hematopoietic stem and progenitor cell (HSPC) formation, which, together with its hematopoiesis-supportive role in the co-developing sympathetic nervous system (SNS) (Fitch et al., 2012) and the sub-aortic mesenchyme (Fitch et al., 2020), gives GATA3 a multi-faceted, central role in HSC generation.

## RESULTS

### GATA3 is expressed in a subset of endothelial and hematopoietic cells

We had previously detected GATA3 expression in a subset of ECs (Fitch et al., 2012) (Figure 1A, red arrowheads), often in the vicinity of intra-aortic cell clusters (Figure 1A, yellow arrowheads), which suggested that GATA3 may be expressed in HECs. We carried out a more careful analysis using a *Gata3*-GFP reporter mouse line (Grote et al., 2006). Immunohistochemical co-staining for GATA3 with an anti-GATA3 and an anti-GFP antibody confirmed this construct to be a faithful reporter (Figures S1A–S1F), that recapitulated the expression of *Gata3* in individual ECs (Figure 1B, arrows) and at the base of intra-aortic clusters (Figure 1B, yellow arrowhead), but not within clusters. Flow cytometry analysis confirmed that a fraction (6.4%)

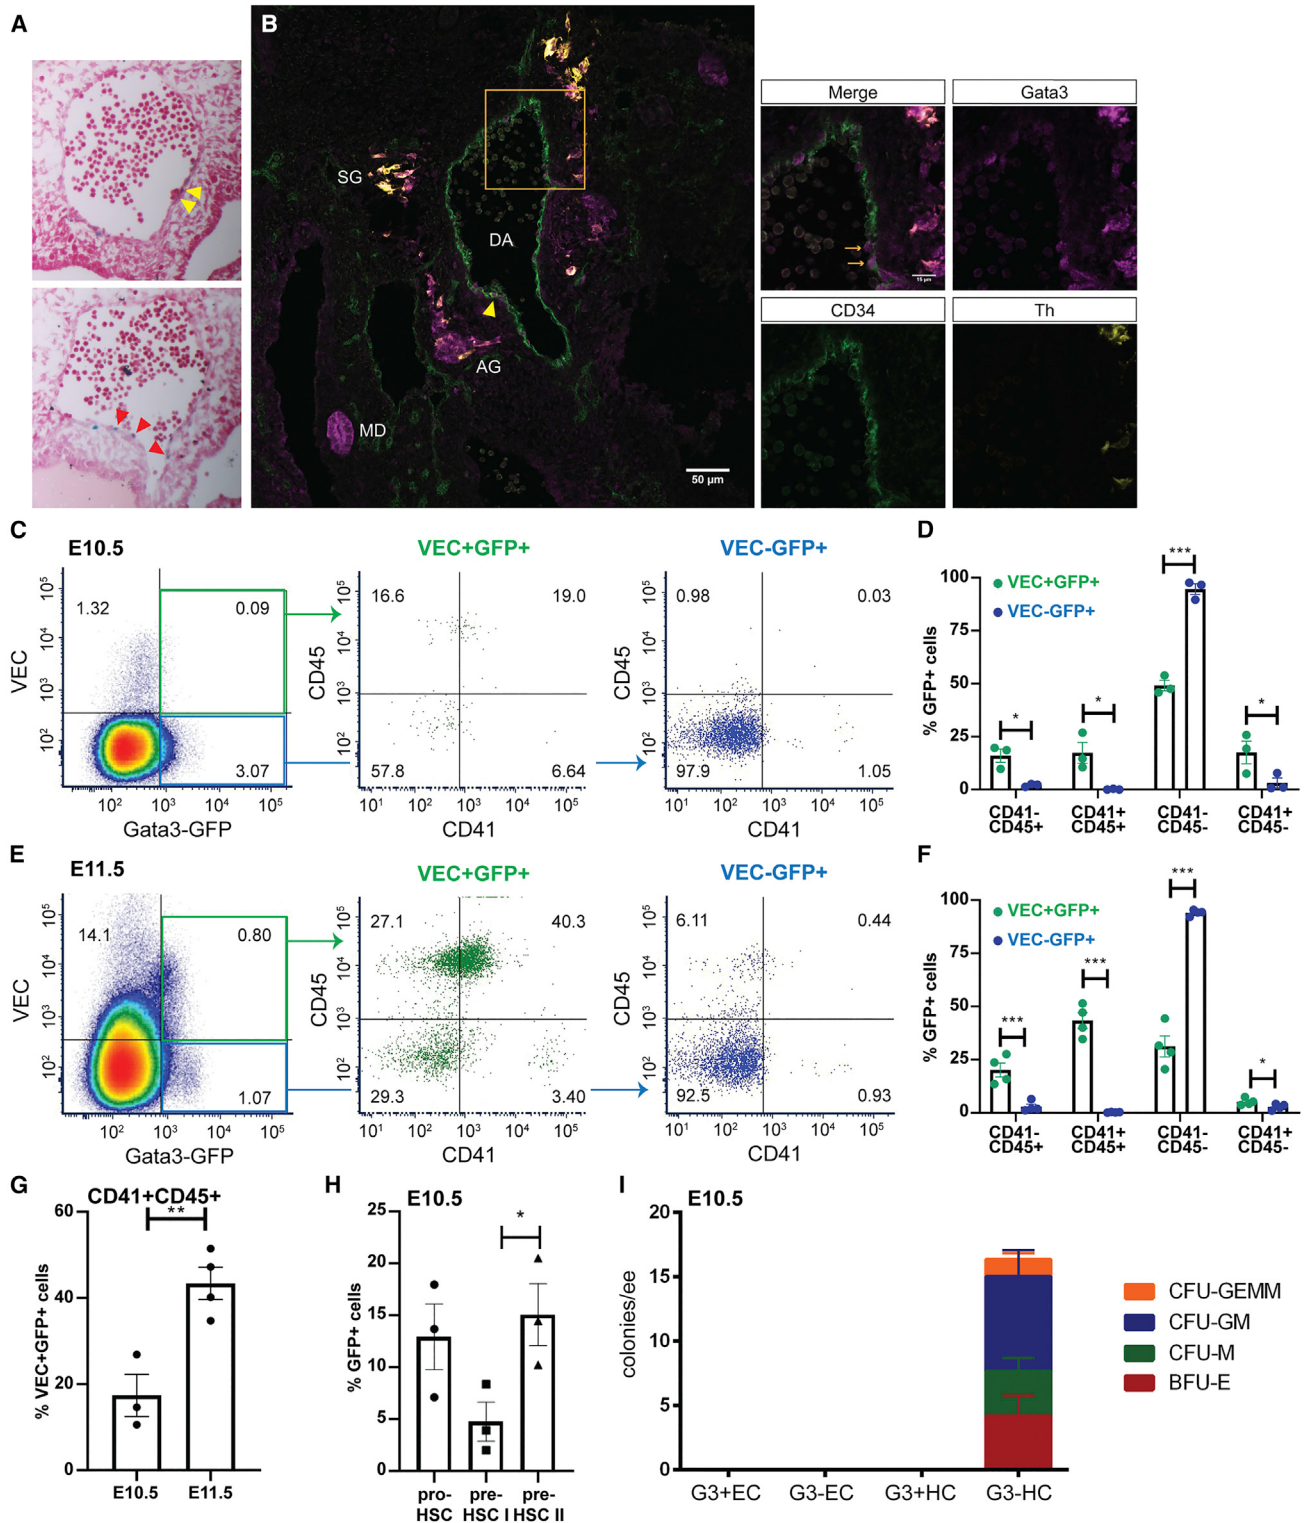

**Figure 1. GATA3 is expressed in a subset of endothelial and hematopoietic cells**

(A) Cryosections of E10.5 *Gata3*<sup>+/+</sup> embryos with *Gata3*-LacZ expression in blue and counterstained with Neutral Red. Yellow arrowheads point to *Gata3*<sup>+</sup> cells near intra-aortic clusters, red arrowheads highlight *Gata3*<sup>+</sup> ECs.

(legend continued on next page)

of ECs (VE-CADHERIN [VEC]<sup>+</sup>) express *Gata3*-GFP at E10.5 when HEC frequency is at its highest (Figure 1C). Interestingly, more than 40% of these *Gata3*-GFP<sup>+</sup> ECs also express the hematopoietic markers CD45 (late hematopoietic marker) and/or CD41 (early marker), with 17% expressing both (Figure 1D). The percentage of CD45<sup>+</sup> *Gata3*-GFP<sup>+</sup> cells was much lower within the VEC<sup>−</sup> fraction, suggesting that the majority are VEC<sup>+</sup> HSPCs or HSC precursors. This percentage increases substantially at E11.5 (Figures 1E–1G). To further investigate whether the *Gata3*-GFP<sup>+</sup> fraction contains phenotypic HSC precursors, we used the nomenclature developed by the Medvinsky lab (Rybtsov et al., 2014), with pro-HSCs defined as VEC<sup>+</sup>CD41<sup>+</sup>CD43<sup>−</sup>CD45<sup>−</sup>, pre-HSC type I as VEC<sup>+</sup>CD41<sup>+</sup>CD43<sup>+</sup>CD45<sup>−</sup> and pre-HSC type II as VEC<sup>+</sup>CD41<sup>+</sup>CD43<sup>+</sup>CD45<sup>+</sup> (Figure S1G). All three populations were present in the *Gata3*-GFP<sup>+</sup> fraction (Figure 1H).

To determine if the *Gata3*-GFP<sup>+</sup> hematopoietic population at E10.5 contains HSPCs, we sorted them (Figure S1H) and plated them directly in colony-forming (CFU-C) assays alongside *Gata3*-GFP<sup>−</sup> hematopoietic cells (HCs) and *Gata3*-GFP<sup>+/−</sup> ECs. As expected, ECs do not produce hematopoietic colonies when plated directly in methylcellulose (Figure 1I). Interestingly, only the *Gata3*-GFP<sup>−</sup> HCs gave rise to colonies, but not the GFP<sup>+</sup> fraction, suggesting that the latter consists either of mature hematopoietic cells or very early precursors that require further maturation toward the hematopoietic fate.

### ***Gata3* expression enriches for hemogenic endothelial activity**

Inherent hemogenic potential can be revealed via a co-culture step on OP9 stromal cells (Swiers et al., 2013). *Gata3*-GFP<sup>+/−</sup> ECs were sorted (Figure S1H) and cultured with OP9 cells. Cells were then assessed for hematopoietic marker expression and progenitor potential (Figure 2A). Both EC populations were able to give rise to HCs (Figure 2B), with a trend toward higher production of CD45<sup>+</sup> cells from *Gata3*-GFP<sup>+</sup> ECs (Figure 2C). In CFU-C assays,

however, *Gata3*-GFP<sup>+</sup> ECs had a noticeably higher colony output (Figure 2D), which was highly significant for all colony types.

### ***Gata3* marks HSC precursors**

We also tested the potential of the *Gata3*-GFP<sup>+/−</sup> HC populations (Figures 2A and S1H) in co-cultures. Unsurprisingly, they gave an almost entirely CD45<sup>+</sup> output (Figure 2E). Interestingly, while overall progenitor potential was higher in the *Gata3*-GFP<sup>−</sup> fraction (Figure 2F), splitting this into individual progenitor types revealed that *Gata3* expression enriches specifically for the most immature CFU-GEMM progenitor (Figures 2G–2I), suggesting that *Gata3*-GFP may mark HSC precursors.

The intermediate steps involved in the maturation of HECs into transplantable HSCs have been dissected with the help of a culture system developed in the Medvinsky lab (Rybtsov et al., 2011, 2014). It involves aggregation of sorted cell populations with OP9 cells and culturing these co-aggregates in the presence of cytokines. The potential of the initial populations is then assessed by flow cytometry and transplantations (Figure 2J). Pro-HSCs emerge from E9 in the AGM region, while type I pre-HSCs are detected at E10–11. Pre-HSC type II emerge toward E11 (Rybtsov et al., 2014). *Gata3*-GFP<sup>+/−</sup> ECs and HCs were sorted (Figure S2A) and cultured as OP9 co-aggregates (Figure 2J). All four populations were able to generate CD45<sup>+</sup> HCs, with the sorted HC fractions producing substantially more CD45<sup>+</sup> cells than the EC populations (Figure 2K). ECs are unable to transdifferentiate into transplantable HSCs in these culture conditions (Rybtsov et al., 2014), and indeed neither *Gata3*-GFP<sup>+</sup> nor *Gata3*-GFP<sup>−</sup> ECs produced any detectable chimerism in transplant recipients (Figures 2L and 2M). Intriguingly, repopulation activity at E9.5 to E10.5 was restricted to the *Gata3*-GFP<sup>+</sup> HC fraction, which completely shifted to the *Gata3*-GFP<sup>−</sup> fraction at E11.5. All of the results taken together with our previous data (Fitch et al., 2012) imply that *Gata3* expression is switched on in HECs, with *Gata3* expression continuing during the

(B–F) Section from a *Gata3*-GFP<sup>+</sup> E11.5 embryo stained with CD34 (green), *Gata3*-GFP (magenta) and TH (yellow). Orange box indicates area shown at higher magnification on the right. The yellow arrowhead points to a *Gata3*<sup>+</sup> cell at the base of an intra-aortic cluster. The orange arrows in the higher magnification image highlight *Gata3*<sup>+</sup> ECs. AG, adrenal anlage, DA, dorsal aorta, SG, sympathetic ganglia, MD, mesonephric duct. Flow cytometry analysis of *Gata3*-GFP<sup>+</sup> E10.5 AGMs, stained for GFP, VEC, CD41, and CD45. Representative flow plots shown in (C) and results from three biological replicates shown in (D). Flow cytometry analysis of *Gata3*-GFP<sup>+</sup> E11.5 AGMs, stained for GFP, VEC, CD41, and CD45. Representative flow plots shown in (E) and results from four biological replicates shown in (F). One biological replicate = 1 embryo.

(G) Increase of VEC<sup>+</sup>GFP<sup>+</sup>CD41<sup>+</sup>CD45<sup>+</sup> cells from E10.5 to E11.5.

(H) Percentage of pro-HSCs (VEC<sup>+</sup>CD41<sup>+</sup>CD43<sup>−</sup>CD45<sup>−</sup>), pre-HSC type I (VEC<sup>+</sup>CD41<sup>+</sup>CD43<sup>+</sup>CD45<sup>−</sup>) and pre-HSC type II (VEC<sup>+</sup>CD41<sup>+</sup>CD43<sup>+</sup>CD45<sup>+</sup>) within the *Gata3*-GFP<sup>+</sup> fraction of E10.5 AGMs. n = 3; three embryos used. An unpaired t test was performed; \*p < 0.05; \*\*p < 0.01; \*\*\*p < 0.001.

(I) CFU-C assay of freshly sorted and directly plated G3-EC: CD41/45<sup>−</sup>GFP<sup>−</sup>VEC<sup>+</sup>, G3-EC: CD41/45<sup>−</sup>GFP<sup>+</sup>VEC<sup>+</sup>, G3-HC: CD41/45<sup>+</sup>GFP<sup>−</sup>, and G3-HC: CD41/45<sup>+</sup>GFP<sup>+</sup>; three technical replicates of one biological replicate. See also Figure S1.

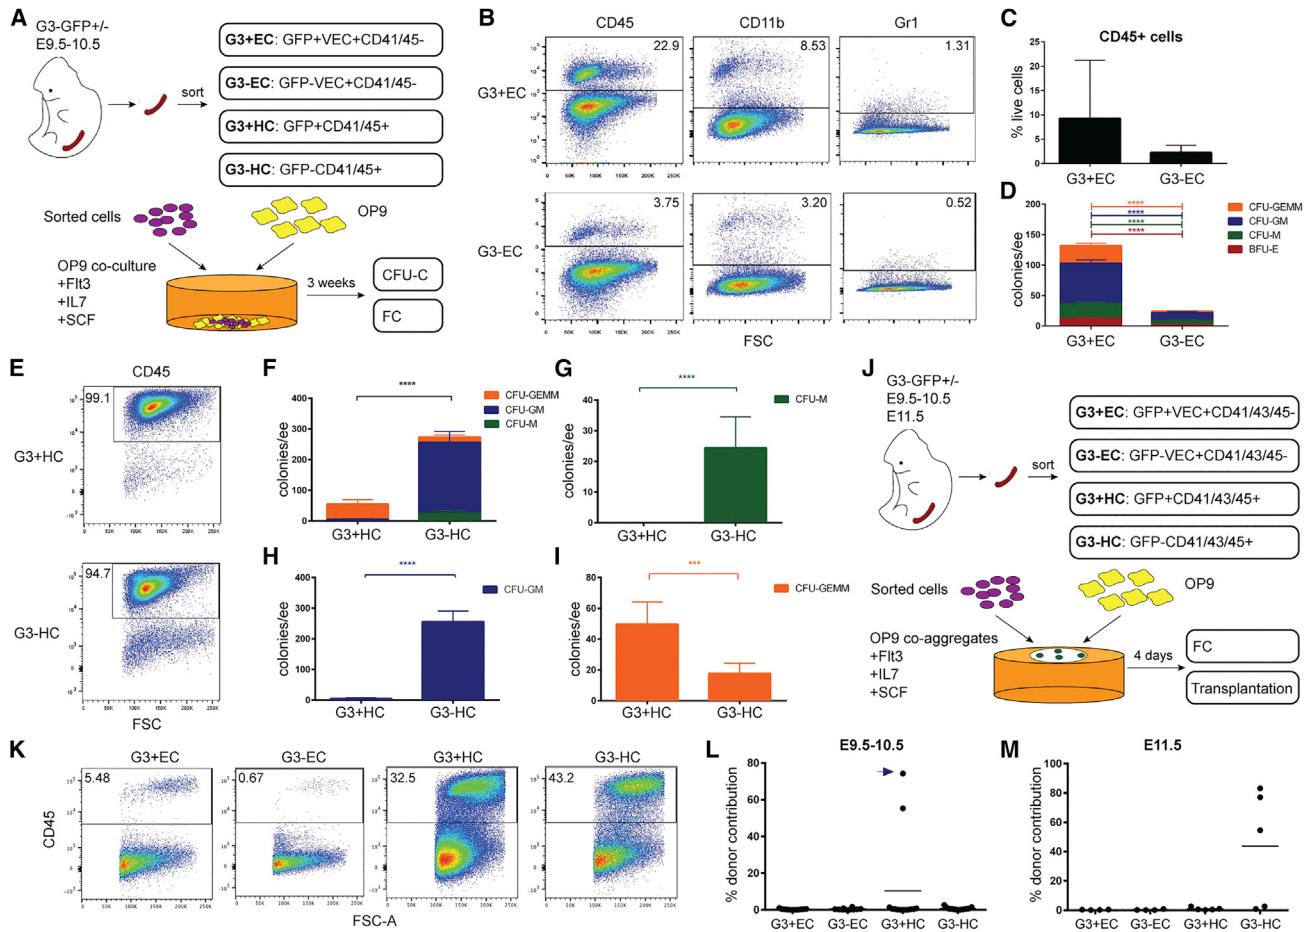

**Figure 2. *Gata3* enriches for HECs and marks early HSC precursors**

(A) Outline of co-culture experiments.

(B–D) Flow cytometry analysis of hematopoietic output from *Gata3*-GFP<sup>+/−</sup> ECs. Total CD45<sup>+</sup> cells (flow cytometry) (C) and hematopoietic progenitors (CFU-C) (D) produced by *Gata3*-GFP<sup>+/−</sup> ECs; n = 4, with pooled and sorted cells from 8 to 12 embryos used per experiment. (E–I) Flow cytometry analysis of CD45<sup>+</sup> cells produced from *Gata3*-GFP<sup>+/−</sup> HCs from three independent experiments (n = 3). Total progenitors (F), CFU-M (G), CFU-GM (H), and CFU-GEMM (I) produced by *Gata3*-GFP<sup>+/−</sup> HCs; n = 3, with pooled and sorted cells from 8 to 12 embryos used per experiment. \*\*\*p < 0.001; \*\*\*\*p < 0.0001; Mann-Whitney test.

(J) Outline of co-aggregate experiments.

(K–M) Total CD45<sup>+</sup> cell output (flow cytometry) from E9.5–10.5 *Gata3*-GFP<sup>+/−</sup> ECs and HCs. Percent donor contribution after 4 months in recipients of co-aggregates from E9.5–10.5 (L) and E11.5 (M) *Gata3*-GFP<sup>+/−</sup> ECs and HCs. Arrow highlights data point from analysis after 1 month as this recipient died unexpectedly before the 4-month analysis. n = 7 for E9.5–10.5. Cells were sorted from 7 to 13 embryos into the four populations, which were co-aggregated as one embryo equivalent (ee), with one co-aggregate transplanted per recipient (28 recipients in total; seven per cell population); n = 4–5 for E11.5. Cells were sorted from six to 10 embryos into the indicated populations, which were co-aggregated as one ee (four co-aggregates per EC population; five co-aggregates per HC population), with one co-aggregate transplanted per recipient (18 recipients in total). See also Figures S1 and S2.

early stages of HSC maturation, but being switched off at the pre-HSC type II stage and remaining off in emerging HSCs (Figure S2B).

### *Gata3*-expressing cells show an enrichment for key regulators of EHT

To get a better understanding of how GATA3 may be involved in the EHT, we performed RNA-seq on small

pools (20 cells/pool; 20 pools/population) of sorted *Gata3*-GFP<sup>+</sup> ECs and HCs and compared their transcriptome to the *Gata3*-GFP<sup>−</sup> fractions (Figures 3A and S1H). Principal-component analysis showed a clear separation of ECs from HCs along component 1, with each population displaying a distinct subdivision according to *Gata3* expression along component 2 (Figure 3B). Differential expression analysis revealed a higher number of genes

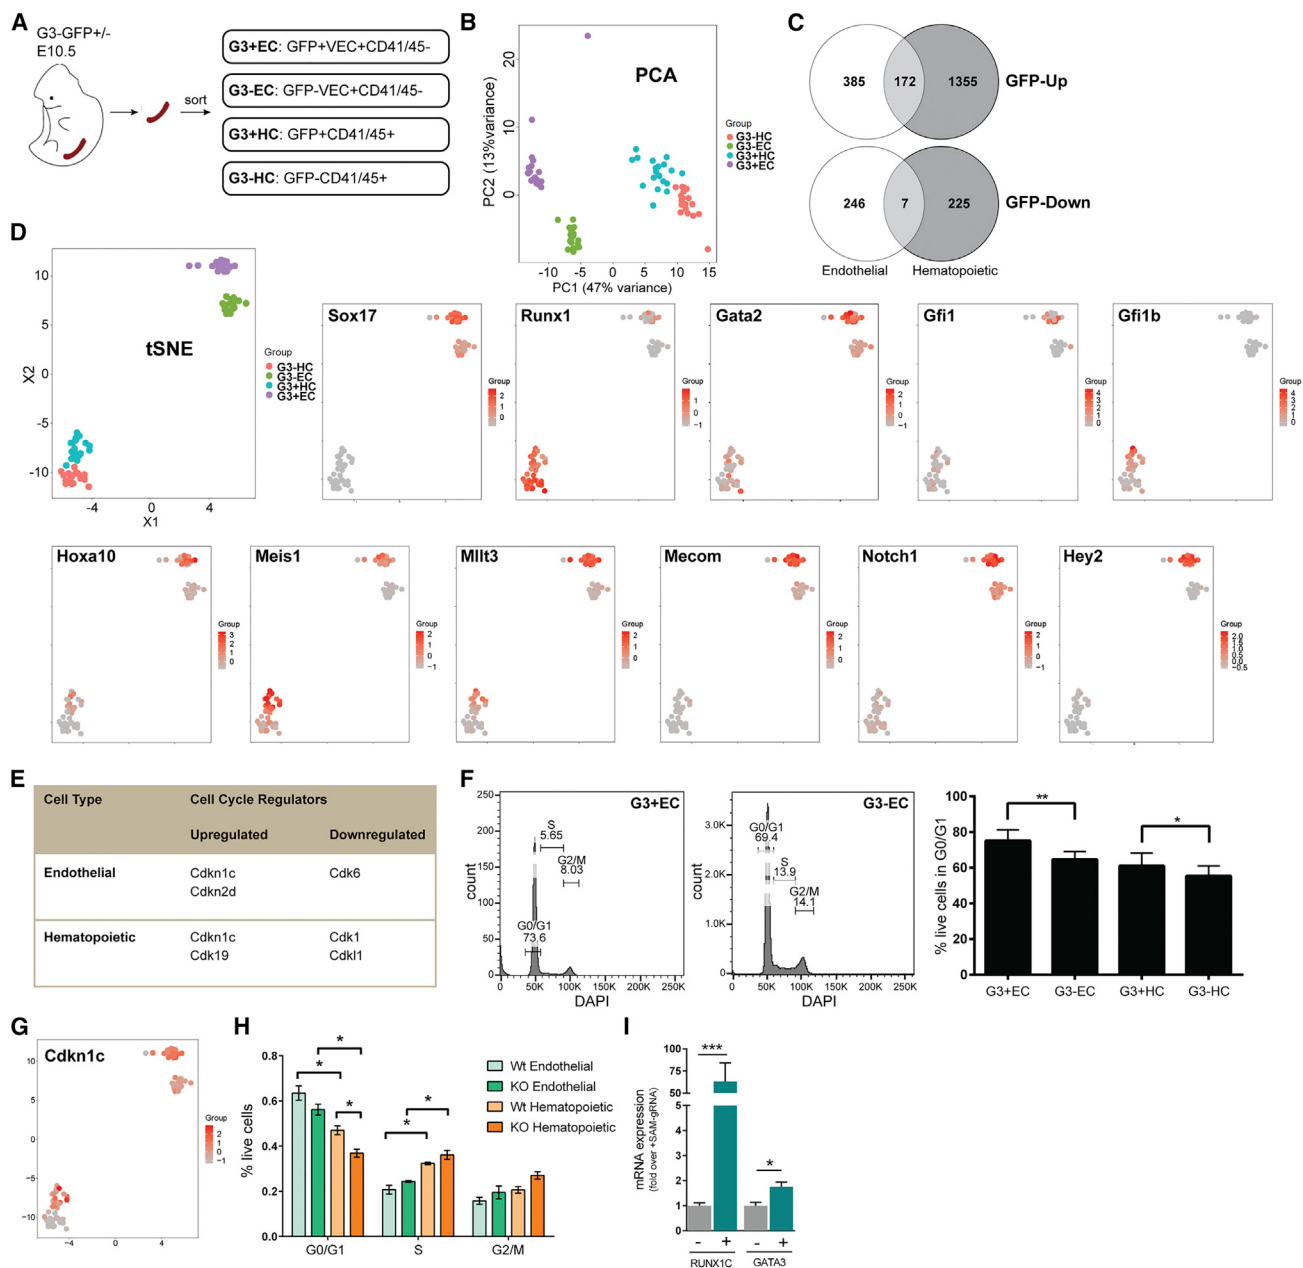

**Figure 3. *Gata3* expression correlates with other EHT regulators and marks quiescent cells**

(A) Cell populations analyzed by RNA-seq.

(B) Principal-component analysis of individual samples of the four populations. Cells were from three to five biological replicates, with cells from two to six GFP<sup>+</sup> embryos pooled per replicate.

(C) Venn diagrams of genes upregulated and downregulated in *Gata3*-GFP<sup>+</sup> ECs and HCs.

(D) tSNE plots of the four cell populations colored for the expression of the indicated genes.

(E) Cell cycle regulators differentially expressed in *Gata3*-GFP<sup>+</sup> ECs and HCs.

(F) Percentage of quiescent cells in the *Gata3*-GFP<sup>+/−</sup> EC and HC populations, with representative flow cytometry plots. *n* = 4, with cells from 2 to 10 GFP<sup>+</sup> embryos pooled per independent experiment. \**p* < 0.05; \*\**p* < 0.01; paired t test.

(G) tSNE plot colored for *Cdkn1c* expression.

How the deposited data were processed for this re-analysis (not part of the article)

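RNA sequencing of 160 pools of 20 cells was analysed, 20 pools of each of 8 sorted populations. These were *Gata3*-GFP+ and *Gata3*-GFP- ECs and HCs of E10.5 embryos, and *Gata3*-GFP+ and *Gata3*-GFP- mesenchymal cells (MCs) and sympathetic nervous system cells (SNS) of E11.5 embryos. The authors made Smart-seq2 libraries with ERCC spike-in RNAs, aligned the single-end reads with STAR to Ensembl release 81 and counted reads per gene with HTSeq, and the deposited counts were neither normalized nor filtered. The versions, the strand setting and the overlap mode of these steps are not stated. The table holds 46078 genes and 92 ERCC RNAs, and each pool was assigned to its population by its column label. No pool was identical to another.

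The paper's limits were applied to the counts: over 500000 reads on genes and ERCC RNAs, over 20% of reads on genes, under 20% on mitochondrial genes and under 20% on ERCC RNAs. Of the pools, 153 passed and 7 did not. The 7 were 1 *Gata3*-GFP+ EC pool, which failed by its number of reads, its share of reads on genes and its share of ERCC RNAs, and 3 *Gata3*-GFP- MC, 2 *Gata3*-GFP+ SNS and 1 *Gata3*-GFP- SNS pools, which failed by their number of reads. Median counts on genes per passing pool were 3685639 in *Gata3*-GFP+ ECs, 2801409 in *Gata3*-GFP- ECs, 3180193 in *Gata3*-GFP+ HCs and 3712267 in *Gata3*-GFP- HCs. At E11.5 they were 4225141 and 3640994 in *Gata3*-GFP+ and *Gata3*-GFP- MCs, and 4573354 and 4353460 in *Gata3*-GFP+ and *Gata3*-GFP- SNS cells. The counts come from amplified cDNA without molecular identifiers, so counting error alone understates the error of a pool, and the spread between pools was used in every test.

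Genes were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, robust quasi-likelihood fits, Benjamini-Hochberg adjustment over the genes tested), when they had at least 10 counts in at least 5 of the pools compared. The thresholds were an adjusted p under 0.01 and a log2 fold change beyond 0.1 in either direction. The *Gata3*-GFP+ and *Gata3*-GFP- pools of each cell type were compared, and a fit of the 4 E10.5 populations together gave the interaction and the contrasts of HCs with ECs. Standard errors of log2 fold changes were taken from the F statistics. Principal components and scores used a pseudocount of 1, and highly variable genes were those above the ERCC RNAs in scran 1.30.0 at an FDR under 0.1. Single values per pool were compared by two-sided permutation tests with 100000 resamples. Cell cycle genes were those of Seurat 5.3.0. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables and figures. Positions and exons came from GENCODE release M21 (GRCm38).

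The genes named in the text were fixed beforehand. They are the 23 genes the paper names in its RNA sequencing results, the 5 sorting markers, 20 core cell cycle regulators, 12 sets of marker genes, and in ECs and in HCs the 3 genes with the largest rise and the 3 with the largest fall. These largest changes were read among genes past the threshold with at least 10 counts in 75% of the pools of the higher population, and not all of them are reported here. The alternatives were DESeq2 size factors, scran size factors and ERCC size factors in edgeR, all pools, an added limit of over 8000 genes with at least 10 counts, no filter on genes, and at least 10 counts in at least 20 pools. Further alternatives were DESeq2 1.42.0's Wald test, one fit of the 4 populations, other thresholds, other gene choices for the components, and other scores. The paper's test was run as an alternative with scanpy 1.11.5 (t-test with overestimated variance on log scran-normalized counts). The steps were tested on simulated data with 200 changed genes, of which 183 entered the test. edgeR called 115 of them with 0 false calls, 45.7% of the 2-fold and 80.9% of the 4-fold changes.

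The column labels do not tie a pool to one of the biological replicates, so a fit with replicates as blocks could not be made and pools of one replicate were treated as independent. Gene ontology enrichment and the t-SNE maps were not analysed here. Flow cytometry, culture, transplantation and imaging data were not used here.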

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

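The comparisons in this part were set before the data were examined, except that the tests of depth, of RNA content and of exchanged or mixed E11.5 labels, and the comparison of the mesenchyme markers with the hematopoietic markers, were chosen only after the results were seen.

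The response to *Gata3*-GFP state differed between the cell types. In a fit of the 4 E10.5 populations, the difference between *Gata3*-GFP+ and *Gata3*-GFP- pools was not the same in ECs and HCs for 4060 of 17851 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p under 0.01). For 2524 of them the change was higher in HCs, and for 1536 it was lower. Of 40 splits of the pools, the real one included, 1 gave as many genes, and the highest other split gave 7. With ERCC size factors, 5241 genes were higher and 519 lower in this contrast, and the median over all genes moved from 0.114 to 0.747, so the split by direction depends on the scaling.

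Among genes the paper names that passed the threshold for the interaction, those whose change had opposite signs in ECs and HCs had interactions (HC minus EC, log2) of −3.51 for *Runx1*, −2.06 for *Gata2*, −1.87 for *Notch1*, −1.40 for *Cdk6*, −2.25 for *Cdk19*, −2.48 for *Klf4* and −1.98 for *Il6ra*. Interactions of other genes past it included 2.76 for *Cdkn1c*, 1.80 for *Cdkn2d*, 0.82 for *Cdk1*, −2.15 for *Hey2*, −1.59 for *Mecom*, −1.43 for *Ccl3* and −1.26 for *Sox17*. *Cdkl1* passed it too, on the positive side, with *Gata3*-GFP- HC pools at or under 3 counts. In ECs, *Runx1* was above the *Gata3*-GFP- mean in 11 of 19 *Gata3*-GFP+ pools, *Gata2* in 19, *Notch1* in 19 and *Cdk19* in 19. In HCs, *Cdk6* was below the *Gata3*-GFP- mean in 19 of 20 *Gata3*-GFP+ pools, *Klf4* in 19 and *Il6ra* in 19. In the cell type where they did not pass the threshold with TMM and the filter on genes, *Cdk6* was above that mean in 11 of 19 EC pools, *Klf4* in 16 and *Il6ra* in 9, and *Runx1* was below it in 17 of 20 HC pools, *Gata2* in 14, *Notch1* in 15 and *Cdk19* in 16. With TMM and the filter of at least 10 counts in at least 5 pools, none of the 7 genes passed the threshold in both ECs and HCs. *Runx1* did, higher in ECs and lower in HCs, with DESeq2 size factors, with scran size factors, without a filter and under DESeq2's Wald test, and so did *Klf4* under DESeq2's Wald test. The opposite signs were lost for *Cdk6* with ERCC size factors, where its change in ECs was −0.275. They were also lost for *Gata2* under the paper's test, where its change in HCs was 0.021. Alternatives for these interactions were chosen after seeing the data. With ERCC size factors, *Gata2* had −1.20 with an adjusted p of 0.0953 (0.00191 to 0.0953 over its alternatives) and *Il6ra* had −1.23 with an adjusted p of 0.0293 (2.52e-04 to 0.0293 over its alternatives) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, no longer past the threshold.

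Several technical explanations for the many genes past the threshold were tested. With every pool thinned to the counts of the shallowest, 1400824 in ECs and 1460179 in HCs, 2611 genes were higher and 2339 lower in ECs, and 2331 higher and 1317 lower in HCs. Depth alone therefore does not account for the calls. GC content and length of the transcripts took up 4.6% of the variance of the log2 fold changes in ECs and 3.77% in HCs. These shares are over called and uncalled genes together, and no fit corrected for GC content or length was run. They therefore do not show how many of the calls such a bias could account for. Of 100 splits of the pools, 1, the real one, gave as many genes higher in ECs, lower in ECs, higher in HCs, lower in HCs, higher in both or lower in both. The median other split gave 0 genes for each. The highest other splits gave 4.54%, 5.42%, 4.13% and 0.907% of the real number for the first 4 of these in order, and 0 genes for the last 2. The 10 genes with the most counts held a mean of 17.3% of the counts in *Gata3*-GFP+ ECs, 17.8% in *Gata3*-GFP- ECs, 21.4% in *Gata3*-GFP+ HCs and 18.1% in *Gata3*-GFP- HCs, and at most 23.6% in a pool. Reads shared between paralogs were not tested as an explanation.

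More genes were lower than higher in *Gata3*-GFP+ ECs with ERCC size factors. The log2 ratio of counts on genes to counts on ERCC RNAs differed by −0.71 between *Gata3*-GFP+ and *Gata3*-GFP- ECs (two-sided permutation test, p = 1e-05, the smallest it can give), and 17 of 19 pools lay below the *Gata3*-GFP- mean. In HCs the difference was −0.034 (p = 0.783). The same ratio sets the ERCC size factors, so it restates the pattern and is no test of less RNA per *Gata3*-GFP+ EC pool. The table holds 0 separate measures of the input, so less RNA cannot be told apart from another number of cells or another amount of ERCC RNA in these pools.

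Signal of other cell types appeared in *Gata3*-GFP+ HCs. The RNA sequencing results of the paper do not name these markers, but Table S1 lists many as upregulated in HCs. It lists 8 of 8 megakaryocyte, 8 of 10 mesenchyme, 5 of 11 sympathetic neuron, 6 of 10 neural crest and 5 of 14 mesonephric markers. Whether the same signal adds to the rises of genes the paper names was not tested. Scores are the mean log2(CPM + 1) of marker sets. Above *Gata3*-GFP- HCs, the megakaryocyte score was higher by 4.50, the mesenchyme score by 2.80, the sympathetic neuron score by 1.95, the neural crest and Schwann precursor score by 1.22 and the mesonephric duct and epithelium score by 0.80. These differences kept their direction with scran and with ERCC size factors. The adjusted p was 2e-05 for each (two-sided permutation test with Benjamini-Hochberg adjustment over 24 comparisons, the smallest these can give). In this order, 15, 19, 16, 17 and 17 of 20 *Gata3*-GFP+ pools lay above every *Gata3*-GFP- pool. Of the genes called higher in *Gata3*-GFP+ HCs, 75.1% had their highest mean level in an E11.5 population, against 11.9% of those called lower and 59.8% of those not called.

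For the mesenchyme set, 3 technical explanations were tested on the *Gata3*-GFP+ HC pools. The measure for the first was also computed for the sympathetic neuron, neural crest, mesonephric, endothelial and megakaryocyte sets. Single cells of another type in some pools would make the markers of a set rise together. The mean pairwise correlation of the 10 mesenchyme markers over 20 pools was 0.461 (p = 1e-04 by 10000 shuffles, the smallest they can give), but the hematopoietic set, whose cells were sorted for, gave 0.379, so this measure does not separate the explanation from shared variation. The sympathetic neuron set gave 0.562 and the neural crest set 0.394 (p = 1e-04 for each), and the mesonephric set 0.04 (p = 0.0632), without a rise together. By the same measure the endothelial set gave 0.219 and the megakaryocyte set 0.908 (p = 1e-04 by shuffles for each). Reads of other libraries spread evenly over the pools would leave few zeros beyond chance. Of the mesenchyme marker counts, 4.0% were 0, where an even spread with counting error alone gives 0.0%. Amplified reads vary by more than counting error, so this does not settle the explanation. Pools of lower depth would show higher scores. Spearman's rho of the mesenchyme score with counts on genes was 0.284 (adjusted p = 0.222 by Benjamini-Hochberg over 2 relations). The rise of the mesenchyme, sympathetic neuron and neural crest markers cannot be told apart from single cells of another type, nor that of the mesenchyme markers from reads of other libraries, and whether HCs themselves express these genes was not tested.

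The megakaryocyte score of 20 of 20 *Gata3*-GFP+ HC pools was above the *Gata3*-GFP- mean. Pools with more CD41-positive and fewer CD45-positive cells are a candidate explanation, since HCs were sorted for either. Without *Itga2b*, the score fell with *Ptprc* over the 20 *Gata3*-GFP+ HC pools (Spearman's rho −0.665, adjusted p = 0.00352, and Pearson's r −0.594, adjusted p = 0.0143, by Benjamini-Hochberg over 2 relations). Without the 2 farthest pools r was −0.625. The relation is one across pools and does not show the number of cells of each kind.

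The paper does not report on the E11.5 populations. Of 16026 genes tested in libraries labelled MC, 354 were higher and 344 lower in *Gata3*-GFP+ libraries, and of 16143 tested in libraries labelled SNS, 325 were higher and 300 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each count was reached by 1 of 100 splits, the real one. The highest other splits gave 1, 46, 45 and 96 genes. In 12 of these libraries, 3 of each E11.5 population label, the sorting marker of the other cell type was the higher one. In all 12 the other marker genes of the 2 cell types also took the side of the sorting marker, and in 62 of the 62 other libraries they followed the label, so an exchange of the MC and SNS labels was tested further. Over 17733 genes, each library was placed with the population whose mean profile correlated best with it, means being taken over the 62 others. Of the 12, 0 lay closest to the other cell type with the same GFP state and 12 to the other cell type with the other GFP state, while 62 of the 62 others, each left out of its own mean, lay closest to their label. An exchange of both cell type and GFP state is therefore the candidate explanation that remains. Mixed pools would carry both markers, but the highest *Pdgfrb* among the 6 such libraries labelled MC was 12.65 CPM, against at least 113.9 CPM in the others labelled MC. Among the 80 E10.5 pools, 0 had the other marker higher, so no such exchange of cell type was seen there. No label was changed. Without these 12 libraries, an alternative chosen after seeing the data, 840 genes were higher and 745 lower in MCs, and 773 higher and 858 lower in SNS cells.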

How the results depend on the processing

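One choice was changed at a time, and no test in this part was chosen after its result was seen, apart from 2 sets of alternatives. These are the runs without the E11.5 libraries carrying the other sorting marker, and the alternatives for the interactions described above. The latter are counted below with those of the named genes and contrasts. No paired analysis was possible because the column labels do not tie a pool to a biological replicate, so the planned replicate block was not run. The added limit of over 8000 genes removed no pool, and using all pools changed no HC pool, so these settings could not move those results.

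Counts of genes were rated unchanged within 1.5 times the main count, even where the balance of higher and lower genes changed sides. This was so in ECs with scran size factors, at 2685 higher and 2730 lower. Shares of variance were rated by their spread, and differences of scores and components by direction and side of the threshold. By these rules, 99 alternatives for counts, scores and components were unchanged, 20 moved and 1 was weaker. The cause of these changes was not tested. With ERCC size factors, 951 genes were higher and 5685 lower in *Gata3*-GFP+ ECs, 948 were lower in *Gata3*-GFP+ HCs, and 296 were higher in both. All 951 were among the genes called higher with TMM, and all 2492 called lower with TMM were among the 5685. With a log2 fold change beyond 1, 1678 genes were higher and 791 lower in *Gata3*-GFP+ ECs, and 360 were lower in *Gata3*-GFP+ HCs. With at least 10 counts in at least 20 pools, 1827 genes were higher in *Gata3*-GFP+ HCs, and with an adjusted p under 0.05, 2378 were lower. Under the paper's test, 1011 genes were lower in both. With DESeq2's Wald test, 532 genes were higher in *Gata3*-GFP+ MCs. Without the libraries carrying the other sorting marker, chosen after seeing the data, 840 genes were higher and 745 lower in MCs, and 773 higher and 858 lower in SNS cells.

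Component 1 held 72.35% of the variance with the 500 most variable genes, 29.4% with all genes tested and 45.29% with TMM-normalized CPM. Component 2 held 8.566% and 8.306% with the first 2 of these. The G2/M score difference in HCs was −0.35 with ERCC size factors (permutation p = 0.0531, against 0.00375 to 0.0531 over its alternatives), and no longer past 0.05. Of the genes past the threshold in ECs, 54.1% were higher with TMM, 14.3% with ERCC size factors and 44.2% under the paper's test. In HCs the share was 64.2% with TMM, 50.8% under the paper's test and 85.3% at a log2 fold change beyond 1. The median log2 fold change of all genes in ECs was 0.10 with TMM, −0.04 under the paper's test and −0.60 with ERCC size factors, so changes under each setting are to be read against its median.

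For the named genes and contrasts, 944 alternatives were run. Of these, 885 kept the direction and the side of the threshold, 18 were weaker, 21 stronger and 20 reversed. The cause of the reversals was not tested. In ECs with ERCC size factors, the log2 fold changes of *Cdkn2d*, *Cdk6*, *Ptprc*, *Ccnd2* and *Ccnd3* became −0.352, −0.275, −0.513, −0.628 and −0.639. With all pools, those of *Ccl3*, *Itga2b* and *Ccnd2* were 0.76, 0.146 and −0.011, and without a filter those of *Ccl3* and *Itga2b* were 0.003 and 0.002. *Ccnd2* was −0.045 with scran size factors, −0.051 under the paper's test and −0.005 in one fit of the 4 populations, and *Ptprc* was −0.352 under the paper's test. In HCs, *Gata2*, *Ccnb1* and *Ccne1* were 0.021, −0.102 and −0.104 under the paper's test, *Ccnb1* was −0.026 with scran size factors, and *Ccnb1* and *Ccne1* were −0.021 and −0.009 with ERCC size factors.

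On data simulated from EC pools edgeR called 45.7% of the 2-fold and 80.9% of the 4-fold changes, so real changes can be missed. These rates were not measured for HCs. A gene that is not past the threshold, such as *Gfi1* in HCs, is not shown to be unchanged.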

Differences from the paper's values

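No test in this part was chosen after its result was seen. In ECs, 2932 genes were higher in *Gata3*-GFP+ pools against the paper's 557, and 2492 were lower against the paper's 253. None of the alternatives set before the data were examined closed either gap. In HCs, 2763 genes were higher in *Gata3*-GFP+ pools against the paper's 1527. With ERCC size factors and with a log2 fold change beyond 1 there were 2097 genes each, and with at least 10 counts in at least 20 pools 1827, and these are within 1.5 times the paper's number. The other alternatives were not. In HCs, 1544 genes were lower against the paper's 232, and none of the alternatives closed the gap. Genes higher in both *Gata3*-GFP+ cell types numbered 786 against the paper's 172, and genes lower in both 637 against the paper's 7, and none of the 5 alternatives run for these lists closed either gap. Under the paper's test as run here, 2441 genes were higher and 3077 lower in ECs, and 2352 higher and 2279 lower in HCs.

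The paper states that more genes were upregulated than downregulated. In ECs this held with TMM, at 54.1% higher, and under 8 of 11 alternatives, among them all pools (53.9%), no filter (57.5%), at least 10 counts in at least 20 pools (50.6%) and one fit of the 4 populations (50.4%). It did not hold with scran size factors (49.6%), under the paper's test (44.2%) or with ERCC size factors (14.3%). Within the fit of the 4 populations it was lost with all pools (45.57%), scran size factors (47.07%) or ERCC size factors (14.23%). In HCs more genes were higher under every setting run. The paper's Table S1 does not list *Runx1*, *Gfi1* or *Gata3* among the upregulated EC genes. Here their log2 fold changes were 3.07, 4.05 and 2.66, all past the threshold. Under the paper's test, *Runx1* had 1.77 and was not past it. Table S1 lists *Icos* as downregulated in HCs. Its log2 fold change was −1.31 with an adjusted p of 0.0224 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (0.00383 to 0.0242 over its alternatives), not past the threshold, and it passed under DESeq2's Wald test and the paper's test. The paper states that *Gfi1b* marked *Gata3*-GFP+ HCs alone. In *Gata3*-GFP- HCs, 9 of 20 pools had at least 10 counts, at a mean of 9.14 CPM. The paper states that *Gfi1* expression was lower in HCs. The contrast of HCs with ECs was 0.29 on the log2 scale and that of the *Gata3*-GFP+ populations −1.63, neither past the threshold. Table S1 does not list *Mecom* as upregulated in HCs. It was higher in *Gata3*-GFP+ HCs past the threshold, by 1.50 on the log2 scale, and was not past it under the paper's test (1.40) or with ERCC size factors (1.23). Fig. 3E places *Cdkn2d* and *Cdk6* with ECs and *Cdk19*, *Cdk1* and *Cdkl1* with HCs, while Table S1 lists them the other way round. Here *Cdkn2d* (2.24) and *Cdk6* (−1.12) passed the threshold in HCs and not in ECs, and *Cdk19* (1.86) in ECs and not in HCs. *Cdkl1* (−2.77) passed in ECs and had too few counts in HCs to be tested there. The interactions were 1.80, −1.40 and −2.25 for *Cdkn2d*, *Cdk6* and *Cdk19*. *Cdk1* passed in both, at −1.27 in ECs and −0.44 in HCs, and in HCs it did not pass with ERCC size factors or in one fit of the 4 populations.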

Other observations

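No test in this part was chosen after its result was seen. The contrasts of HCs with ECs for the 23 genes the paper names passed the threshold for 20 genes. Of 40 splits of the pools, 1, the real one, gave as many, and the other splits gave at most 0.

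Marker sets also differed between *Gata3*-GFP+ and *Gata3*-GFP- ECs. The endothelial score was higher by 0.77 in *Gata3*-GFP+ ECs, the mesenchyme score by 1.71, the mesonephric duct and epithelium score by 0.70 and the sympathetic neuron score by 0.45. These differences, under ERCC size factors, kept their direction, at 0.07, 1.47, 0.58 and 0.24. The hematopoietic score was higher by 0.44 in *Gata3*-GFP+ ECs (adjusted p = 0.00562 by permutation with Benjamini-Hochberg adjustment, 16 of 19 pools above the *Gata3*-GFP- mean) and reversed to −0.11 with ERCC size factors. The T cell and innate lymphoid score was lower in *Gata3*-GFP+ ECs, with a difference of −0.21 (adjusted p = 0.00514, 2 of 19 pools above the *Gata3*-GFP- mean), and −0.47 with ERCC size factors. In HCs, the endothelial score was higher by 1.24 in *Gata3*-GFP+ pools and the T cell and innate lymphoid score by 0.86, and the hematopoietic score was lower, with a difference of −1.005, and these 3 kept their direction with scran and ERCC size factors. The score of inhibitors of cyclin-dependent kinases was higher by 0.28 in *Gata3*-GFP+ ECs (and lower with ERCC size factors, with a difference of −0.12, adjusted p = 0.0347 with TMM by permutation with Benjamini-Hochberg adjustment, 12 of 19 pools above the *Gata3*-GFP- mean) and by 0.38 in *Gata3*-GFP+ HCs (adjusted p = 0.00286, 17 of 20 pools).

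The libraries below were grouped by sorting marker after the data were seen. In libraries labelled *Gata3*-GFP- MC, *Gata3* ranged from 128.7 to 412.8 CPM in the 3 with the other sorting marker and from 2.90 to 19.4 CPM in the 14 others. In libraries labelled *Gata3*-GFP+ SNS, it ranged from 10.3 to 23.5 CPM in the 3 with the other sorting marker and from 116.4 to 321 CPM in the 15 others. In libraries labelled *Gata3*-GFP+ MC, the 3 with the other sorting marker had 16.6 to 84.7 CPM and the 17 others 19.6 to 71.5 CPM. In libraries labelled *Gata3*-GFP- SNS, the 3 had 44.6 to 50.5 CPM and the 16 others 11.8 to 98.8 CPM.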
